# KDM5B decommissions the H3K4 methylation landscape of self-renewal genes during trophoblast stem cell differentiation

**DOI:** 10.1242/bio.031245

**Published:** 2018-05-15

**Authors:** Jian Xu, Benjamin L. Kidder

**Keywords:** Trophoblast stem cells, Multipotent, Epigenetics, Chromatin, ChIP-Seq, KDM5B, H3K4me3, Differentiation, Histone demethylase

## Abstract

Trophoblast stem (TS) cells derived from the trophectoderm (TE) of mammalian embryos have the ability to self-renew indefinitely or differentiate into fetal lineages of the placenta. Epigenetic control of gene expression plays an instrumental role in dictating the fate of TS cell self-renewal and differentiation. However, the roles of histone demethylases and activating histone modifications such as methylation of histone 3 lysine 4 (H3K4me3/me2) in regulating TS cell expression programs, and in priming the epigenetic landscape for trophoblast differentiation, are largely unknown. Here, we demonstrate that the H3K4 demethylase, KDM5B, regulates the H3K4 methylome and expression landscapes of TS cells. Depletion of KDM5B resulted in downregulation of TS cell self-renewal genes and upregulation of trophoblast-lineage genes, which was accompanied by altered H3K4 methylation. Moreover, we found that KDM5B resets the H3K4 methylation landscape during differentiation in the absence of the external self-renewal signal, FGF4, by removing H3K4 methylation from promoters of self-renewal genes, and of genes whose expression is enriched in TS cells. Altogether, our data indicate an epigenetic role for KDM5B in regulating H3K4 methylation in TS cells and during trophoblast differentiation.

## Abstract (precis)

**Summary:** The histone 3 lysine 4 demethylase KDM5B plays a key role in regulating H3K4 methylation during trophoblast stem cell self-renewal and differentiation. KDM5B regulates the transcriptional profile of TS cells during self-renewal and differentiation, and resets the H3K4 methylation landscape during differentiation by removing H3K4me3 from promoters of self-renewal and TS cell enriched genes.

## INTRODUCTION

The formation of pre-implantation stage blastocysts involves, in part, the segregation of precursor cells that are fated to give rise to embryonic and extraembryonic cell lineages. Cells from the inner cell mass (ICM) of blastocyst-stage embryos are pluripotent and are therefore capable of forming all cells in the adult organism, while murine multipotent trophoblast stem (TS) cells originating from the trophectoderm (TE) layer surrounding the ICM of the blastocyst are capable of differentiating into trophoblast cell types of the placenta. TS cells derived from preimplantation-stage embryos exhibit the ability to self-renew in the presence of external signals including FGF4/heparin and TGFb/Activin supplemented in the culture media or by culturing with mouse embryonic fibroblast (MEF) conditioned media (Kidder, 2014; Tanaka et al., 1998). TS cells are capable of recapitulating placental development *in vitro*, following removal of self-renewal growth factors, by differentiating into extra-embryonic trophoblast fetal tissues of the placenta including trophoblast giant cells, spongiotrophoblasts, glycogen trophoblast cells, and syncytiotrophoblasts. Therefore, TS cells represent an ideal system to investigate the biology of the TE and to model formation of extra-embryonic trophoblast lineage differentiation *in vitro*.

While TS cell and ES cells share the capacity to self-renew indefinitely in the presence of FGF4 and LIF, respectively, they exhibit distinct intrinsic transcriptional networks and differences in patterning of posttranslational modification of histone tails (Rugg-Gunn et al., 2010; Sarmento et al., 2004). However, whether these differences in histone modifications regulate lineage-specific gene expression of TS cells is not fully known. Self-renewal and differentiation of TS cells is dependent on epigenetic control of gene expression, including packaging of DNA into chromatin, and posttranslational modification of histones, which influences the activity of histone modifying enzymes and the expression state of nearby genes. Combined, these actions are important for regulating expression of genes that dictate self-renewal or differentiation.

Methylation of histone 3 lysine 4 (H3K4me3) is predominantly enriched at transcriptional start sites (TSS) of active genes (Barski et al., 2007; Kim et al., 2005; Pokholok et al., 2005; Ringrose and Paro, 2004; Rugg-Gunn et al., 2010; Schubeler et al., 2004). Lysine demethylase 5 (KDM5) members, such as KDM5B, catalyze the demethylation of H3K4me3 (Mosammaparast and Shi, 2010). KDM5 enzymes, such as KDM5B, have traditionally been considered to be transcriptional repressors (Christensen et al., 2007; Klose and Zhang, 2007; Lee et al., 2006), although recent studies have presented a more dynamic role for KDM5B in regulating transcription (He and Kidder, 2017; Kidder et al., 2014; Yamamoto et al., 2014). KDM5B was demonstrated to focus H3K4 methylation near promoters and enhancers by preventing H3K4 methylation from spreading to gene bodies and enhancer shores in ES cells (Kidder et al., 2014). This action may prevent cryptic transcription initiation (Xie et al., 2011). Moreover, KDM5B was shown to regulate RNA polymerase II (RNAPII) occupancy, initiation, and elongation, and alternative splicing in ES cells (He and Kidder, 2017). KDM5B is also important for normal embryonic development (Albert et al., 2013; Catchpole et al., 2011) and ES cell differentiation (Kidder et al., 2013, 2014; Schmitz et al., 2011). While these studies provide insight into the role for KDM5B in regulating H3K4 methylation, transcription and differentiation of ES cells, it is unclear how KDM5B regulates the transcriptional and epigenetic landscapes of TS cells.

Therefore, to investigate the role of KDM5B in regulating H3K4 methylation and gene expression of TS cells and differentiated trophoblast cells, we evaluated genome-wide changes in H3K4 methylation in KDM5B-depleted TS cells and during differentiation. Our findings demonstrate that KDM5B regulates the H3K4 methylome and transcriptome of TS cells and differentiated trophoblast cells, where depletion of KDM5B in TS cells leads to dysregulated expression of TS cell self-renewal genes and H3K4 methylation. We also demonstrate that KDM5B resets the H3K4 methylation landscape during differentiation by demethylating self-renewal and TSC-enriched genes. These findings implicate an epigenetic role for KDM5B in regulating H3K4 methylation in TS cells and during trophoblast differentiation.

## RESULTS

### Depletion of KDM5B leads to an altered transcriptome of TS cells

To study the function of KDM5B in TS cells, we knocked down *Kdm5b* using lentiviral particles encoding short hairpin RNAs (shRNA) (see the Materials and Methods). shKdm5b-shRNA-1 resulted in the greatest mRNA knockdown of Kdm5b in ES cells (Kidder et al., 2013, 2014), and was therefore used for this study. shKdm5b TS cells and control Luciferase-shRNA (shLuc) TS cells were stably selected in the presence of 1 µg/ml puromycin (Fig. 1A). 

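Transcripts were measured by RNA-Seq of poly-A RNA in 5 libraries of a mouse TS cell line, which is grown with FGF4 and heparin on irradiated embryonic fibroblasts while undifferentiated. A pair of libraries came from shLuc TS cells, a pair from shKdm5b TS cells, and 1 from shLuc TS cells differentiated for 14 days without feeder cells, FGF4 or heparin. The shLuc hairpin is directed at a firefly gene that mouse cells lack, so it serves as the control for carrying a hairpin. The authors' deposited values are raw read counts for 29257 RefSeq transcripts per library, with a read counted in every transcript it overlaps, and the deposited RPKM values are those reads scaled by exon length and by a library total. Reads were mapped to the mouse genome (mm9) with Bowtie2. Each gene symbol was represented by its transcript with the highest mean count, and the total over these was 17736500 to 18897288 reads per library. Comparisons used edgeR's quasi-likelihood test with TMM normalization and Benjamini-Hochberg adjustment over the genes at an RPKM of at least 1 in 2 or more undifferentiated libraries (10903 genes), and a gene was called at an adjusted p under 0.05. Day 14 had 1 library, which was assumed to vary like the replicated groups, and genes at that RPKM in it alone were added (11185 genes). The shLuc libraries differed from each other more than the shKdm5b libraries did. Their log2 normalized counts had a correlation across genes of 0.876, against 0.976 for the shKdm5b pair, and genes are not independent replicates. shLuc replicate 1 had correlations of 0.977 and 0.983 with the shKdm5b libraries, and shLuc replicate 2 had 0.905 and 0.893. The biological coefficient of variation was 0.473 between the shLuc libraries and 0.203 between the shKdm5b libraries. Many folds therefore depend on which shLuc library they are taken against, and values without 1 library are given beside many of the results. When a shLuc library is left out, the other one is assumed to vary like the shKdm5b pair, which gives the test its whole spread. The shLuc pair varied more than that, so calls against a single shLuc library are less certain than their p-values.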

Notably, depletion of KDM5B did not result in a significantly altered TS cell colony morphology (Fig. 1A). 

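Kdm5b, which encodes a demethylase of H3K4 (NM_152895, chromosome 1 of mm9 from 136456748 to 136529454, plus strand), had an RPKM of 13.5 ± 7.48 (SD, n = 2 libraries) in shLuc TS cells and 2.71 ± 0.00707 (SD, n = 2) in shKdm5b TS cells. The shLuc libraries differed in Kdm5b, at 8.18 in replicate 1 and 18.8 in replicate 2, and both shKdm5b libraries lay below both of them. The group means give a reduction of 79.9%, which is 66.8% against shLuc replicate 1 alone and 85.5% against shLuc replicate 2 alone. Kdm5b had a log2 fold of −2.05 (standard error 0.415) with both shLuc libraries, and it did not pass edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (adjusted p = 0.999). Against either shLuc library alone Kdm5b passed the same edgeR test, with −2.40 (adjusted p = 6.17e-09) without shLuc replicate 1 and −1.56 (adjusted p = 0.00378) without shLuc replicate 2, where the spread comes from the shKdm5b pair alone. Kdm5b reached an RPKM of 5.67 at day 14, a log2 fold of −0.68 over shLuc TS cells (standard error 0.495) that did not pass the test (edgeR, adjusted p = 0.452), although it passed without shLuc replicate 1 (−1.04, adjusted p = 0.0197). Among 17 tested enzymes of H3K4 methylation and their partners, Kdm5b was the only gene lower when edgeR's p-values were adjusted over the list alone, and none was higher. The median log2 fold of the list was −0.13, with 12 members below 0 and 5 above (camera, adjusted p = 0.403 with a preset correlation). Ash2l, a subunit of the H3K4 methyltransferase complexes, had a log2 fold of −0.17 and Kdm1a, another H3K4 demethylase, −0.06. When shLuc replicate 1 was left out, 2 members were called higher and 3 lower, and without shLuc replicate 2 only Kdm5b was called. At day 14 the list had a median log2 fold of −0.20 (camera, adjusted p = 0.784), with no member called over all genes or over the list alone.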

Depletion of Kdm5b in TS cells resulted in an 86% reduction of *Kdm5b* mRNA as evaluated using RNA-Seq (Fig. 1B). 

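Interferon response genes were at or above their shLuc level in shKdm5b TS cells, with 13 of 13 tested members at a positive log2 fold (median 0.36). DNA replication genes were mostly below it, with 14 of 16 negative (median −0.37). Both lists passed camera with a preset correlation (adjusted p = 0.00194 for interferon response and 0.0186 for DNA replication), and neither did with an estimated correlation (adjusted p = 0.945 for each). With so few libraries per group the estimated version has little power, and no list passed it in any setting of either comparison. Oasl2, an antiviral gene, had a log2 fold of 1.08 (standard error 0.686), and 2.62 without shLuc replicate 1 (edgeR, adjusted p = 6.62e-08). Bst2, which encodes a virus-tethering membrane protein, had 0.21 (standard error 0.345). Rrm2, which encodes a subunit of ribonucleotide reductase, had −0.23 (0.20 without shLuc replicate 2) and Pcna, which encodes the sliding clamp of DNA polymerase, 0.05. Both lists rested on shLuc replicate 2, since without it the interferon median was −0.09 (adjusted p = 0.197, camera) and the DNA replication median 0.17 (adjusted p = 0.119). Without shLuc replicate 1 the medians were 1.55, with 9 members called higher, and −0.74, with 8 called lower. The DNA replication list also lost its place without shKdm5b replicate 2 (adjusted p = 0.0893, camera) and by limma at pseudocounts of 0.1 and 0.5 (camera, adjusted p = 0.0549 and 0.0548). Of 16 mitosis genes, 12 were below 0 (median −0.21; camera, adjusted p = 0.782, and 0.945 with an estimated correlation). Top2a, which encodes a DNA topoisomerase, was at −0.44, and −0.90 without shLuc replicate 1 (edgeR, adjusted p = 0.0322) and 0.27 without shLuc replicate 2. The proliferation marker Mki67 was at 0.60 and Kif11, a spindle motor, at −0.23 (0.18 without shLuc replicate 2). The mitosis median was −0.64 without shLuc replicate 1 (7 lower; camera, adjusted p = 0.0222) and 0.53 without shLuc replicate 2 (adjusted p = 4.43e-08), and neither passed with an estimated correlation (adjusted p = 0.760 and 0.795). Of 10903 genes, 0 were called higher and 0 lower with both shLuc libraries by edgeR, where 45 had an unadjusted p under 0.05. DESeq2's Wald test called 0 (161 at an unadjusted p under 0.05) and limma on log2(RPKM + 1) called 0 (37). With no change a share of 0.05 of the genes would reach that p, and each of these counts is well below it. The tests were therefore conservative here, and 0 calls do not show that no gene changed. Without shLuc replicate 1, 1709 genes were called higher and 1724 lower, and without shLuc replicate 2 the calls were 33 and 9. These calls rest on the shKdm5b pair's variation (0.203) standing in for that of shLuc TS cells, whose pair had 0.473. Against each shLuc library alone, 3 genes were higher both times, 1 was lower both times and 23 went in opposite directions. The higher genes were Capn6, which encodes a calpain-family protein of the placenta, at 1.84 and 1.62 without shLuc replicates 1 and 2, together with 1700003M07Rik and Bgn, both chosen after their values were seen, and the lower gene was Kdm5b. At the paper's FDR under 0.001 and RPKM over 3, 0 genes passed with a fold over 1.5 or over 2. A fold of at least 2 and an RPKM over 3, without a test, gave 71 higher and 306 lower genes, whose libraries did not overlap for 54 and 101 of them. By edgeR's fold, which these sets used, Klf5, Igf2, Oasl2 and Capn6 were in the higher set and Kdm5b and Tex19.1 in the lower. By the same rule 112 genes were higher and 33 lower against shLuc replicate 1 alone, and 1184 and 1312 against shLuc replicate 2 alone. Of these, 17 higher and 4 lower genes were shared and 41 and 19 of the genes higher and lower against replicate 1 went the opposite way against replicate 2. Over all genes, both shKdm5b libraries lay above both shLuc libraries in RPKM for 683 (6.26%) and below them for 2046 (18.8%). With no change, libraries that all varied alike would give 16.7% each way. The shLuc pair varied more than the shKdm5b pair (0.473 against 0.203), so the share with no change is not known here. RPKM holds no TMM factors, and the median log2 fold of all genes was −0.18 on that scale, against −0.03 in edgeR. Part of the imbalance may therefore come from the scaling.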

A comparison of global expression profiles using RNA-Seq identified 2631 differentially expressed genes between control (shLuc) and shKdm5b TS cells, including 1468 genes whose expression was upregulated and 893 genes whose expression was downregulated at least twofold in shKdm5b TS cells. 

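Elf5, Esrrb and Sox2, transcription factors that keep TS cells undifferentiated, had shKdm5b levels between those of the 2 shLuc libraries, while Klf5 was above both of them in each shKdm5b library. None of the 6 factors passed edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment with both shLuc libraries (adjusted p = 0.999 for each). Elf5, an ETS-family factor, had an RPKM of 10.5 and 81.0 in the shLuc libraries and 33.2 and 32.2 in the shKdm5b libraries (replicates 1 and 2 in that order), and a log2 fold of −0.15 (standard error 0.725, n = 2 per group). Esrrb, an orphan nuclear receptor, had 4.74 and 62.1 in the shLuc libraries and 17.98 and 13.04 in the shKdm5b libraries, a log2 fold of −0.74 (standard error 0.893). Sox2 had 8.09 and 52.0 in the shLuc libraries and 20.9 and 24.8 in the shKdm5b libraries, a log2 fold of −0.07 (standard error 0.676). Klf5, a Krüppel-like factor, had 99.3 and 62.5 in the shLuc libraries and 169.9 and 131 in the shKdm5b libraries, a log2 fold of 1.04 (standard error 0.457). Gata3, a GATA-family factor of the trophectoderm, had 26.5 and 31.1 in the shLuc libraries and 39.8 and 26.7 in the shKdm5b libraries, a log2 fold of 0.41 (standard error 0.372). Ets2, another ETS-family factor, had 76.7 and 37.2 in the shLuc libraries and 47.3 and 66.8 in the shKdm5b libraries, a log2 fold of 0.11 (standard error 0.518). Leaving out a shLuc library changed the direction of several factors. Without shLuc replicate 1 the log2 folds were −0.91 for Elf5 (adjusted p = 0.0183, edgeR), −1.60 for Esrrb (adjusted p = 4.02e-05), −0.79 for Sox2 (adjusted p = 0.0449), 1.67 for Klf5 (adjusted p = 2.04e-04) and 1.01 for Ets2 (adjusted p = 0.0189). Without shLuc replicate 2 they were 1.66 for Elf5 (adjusted p = 0.00654, edgeR), 1.74 for Esrrb (adjusted p = 0.00534) and 1.53 for Sox2 (adjusted p = 0.0175), and Klf5 (0.64) and Ets2 (−0.40) did not pass. Gata3 did not pass either way, at 0.50 and 0.37.

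**Figure D1:**
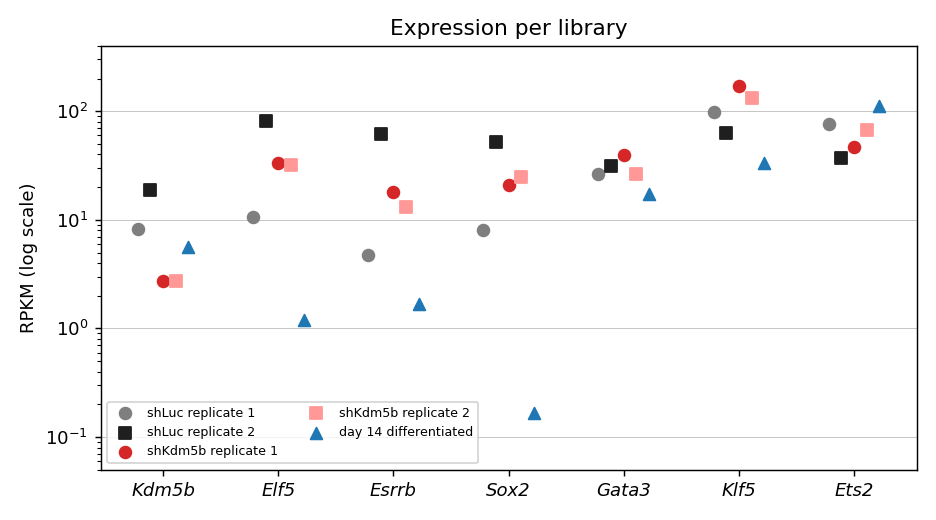
RPKM (vertical axis, logarithmic) of Kdm5b and the 6 self-renewal factors in each of the 5 libraries, one point per library, with shLuc, shKdm5b and day 14 differentiated shLuc TS cells in separate colours. For Elf5 the shKdm5b points, at 33.2 and 32.2, lie between the shLuc points at 10.5 and 81.0, as they do for Esrrb and Sox2.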

Interestingly, we found that transcription factors (TF) involved in TS cell self-renewal, including Elf5, Gata3, Klf5, Esrrb, and Sox2 were upregulated in shKdm5b TS cells, while Ets2 was downregulated in shKdm5b TS cells (Fig. 1C). 

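Genes higher in shKdm5b TS cells by fold, which include Capn6 and the growth factor gene Igf2, had a lower level in shLuc TS cells than genes lower by fold, which include Kdm5b and Tex19.1, a germline gene also active in the placenta. The median log2(RPKM + 1), averaged over the 2 shLuc libraries, was 2.38 (quartiles 1.65 to 4.34) for the higher set and 2.98 (quartiles 2.32 to 3.68) for the lower set, a difference of 0.60. The order of the sets differed between the shLuc libraries, with the higher set at 2.71 and the lower set at 1.95 in replicate 1, and at 2.15 and 4.02 in replicate 2. In shKdm5b TS cells the higher set was at 3.38 and the lower set at 1.98. The sets were taken by a fold of at least 2 and an RPKM over 3, since no gene passed the test, and a set chosen for a low or high shLuc level is drawn toward that difference. With sets chosen without shKdm5b replicate 2 the difference in shLuc TS cells was −0.75.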

Boxplots revealed that the expression level of genes that were upregulated in shKdm5b TS cells was slightly lower in shLuc TS cells relative to genes that were downregulated in shKdm5b TS cells (Fig. 1D). These results suggest that depletion of KDM5B leads to decreased expression of TSC-enriched genes and increased expression of trophoblast-lineage specific genes. 

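Self-renewal genes of TS cells had shKdm5b levels between those of the 2 shLuc libraries, with a median RPKM over 18 genes of 8.82 and 35.1 in shLuc replicates 1 and 2 and 21.5 and 15.4 in shKdm5b replicates 1 and 2. Trophoblast giant cell genes, which encode placental hormones and proteases of the polyploid trophoblast, were also in between, at a median of 77.2 and 7.85 in the shLuc libraries and 49.2 and 39.4 in the shKdm5b libraries over 16 tested genes. No member of either list was called with both shLuc libraries, over all genes or over the list alone. The median log2 fold of the self-renewal list was −0.15 (mean −0.20), with 7 members above 0 and 11 below, while camera ranked it upward (adjusted p = 0.788), so the median and the test differed in sign. Without shLuc replicate 1 its median was −0.84, with 2 members called higher and 10 lower (camera, adjusted p = 0.00886, and 0.760 with an estimated correlation). Without shLuc replicate 2 it was 1.00, with 4 higher and 0 lower (adjusted p = 5.69e-21, and 0.795 with an estimated correlation). Id2, an inhibitor of differentiation, went from −0.38 with both (standard error 0.651) to −1.08 without shLuc replicate 1 (edgeR, adjusted p = 0.00632) and 1.08 without shLuc replicate 2 (adjusted p = 0.229). The giant cell list had a median of 0.02 and passed camera with a preset correlation (adjusted p = 0.0166; adjusted p = 0.945 with an estimated correlation, and 0.0514 with a preset one and no filter). Its median was 3.63 without shLuc replicate 1, with 15 members called higher, and −0.90 without shLuc replicate 2, with 1 higher and 3 lower, and −0.47 without shKdm5b replicate 1. Prl2a1, of the prolactin family, had RPKM values of 1486 and 34.9 in the shLuc and 714 and 452 in the shKdm5b libraries. Its log2 fold was 4.46 without shLuc replicate 1 (edgeR, adjusted p = 2.35e-13) and −1.31 without shLuc replicate 2 (adjusted p = 0.0879), and −0.37 with both. Prl2c3 had 4.17 and −1.26, Prl3b1 0.93 and −1.48, and the cathepsin gene Ctsq 1.70 and −1.19, in the same order. Prolactin and cathepsin genes are close paralogs, so reads shared between them leave the values of single members uncertain. Of 13 targets of FGF and ERK signalling, 7 were below 0 (median −0.31, mean −0.14) although camera ranked them upward (adjusted p = 0.782; 0.945 with an estimated correlation). Their median was −0.77 without shLuc replicate 1 (1 higher, 6 lower) and 0.56 without shLuc replicate 2 (camera, adjusted p = 2.00e-09, and 0.795 with an estimated correlation). Myc was at 0.33 (−0.21 without shKdm5b replicate 1) and Phlda1 at 0.62. Spongiotrophoblast and glycogen cell genes had 6 of 10 members above 0 (median 0.12; camera, adjusted p = 0.202). Their medians were 0.81 and −0.17 without shLuc replicates 1 and 2, and 0.29 without shKdm5b replicate 2. With a replicate block the list passed camera with a preset correlation, where 0 of 21 lists passed with an estimated one. Without the block, camera with an estimated correlation gave this list adjusted p = 0.945 with all libraries. Cdkn1c, an imprinted cell cycle inhibitor, was at 0.48 with both shLuc libraries, 2.90 without shLuc replicate 1 (edgeR, adjusted p = 1.81e-07) and −0.35 without shLuc replicate 2.

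**Figure D2:**
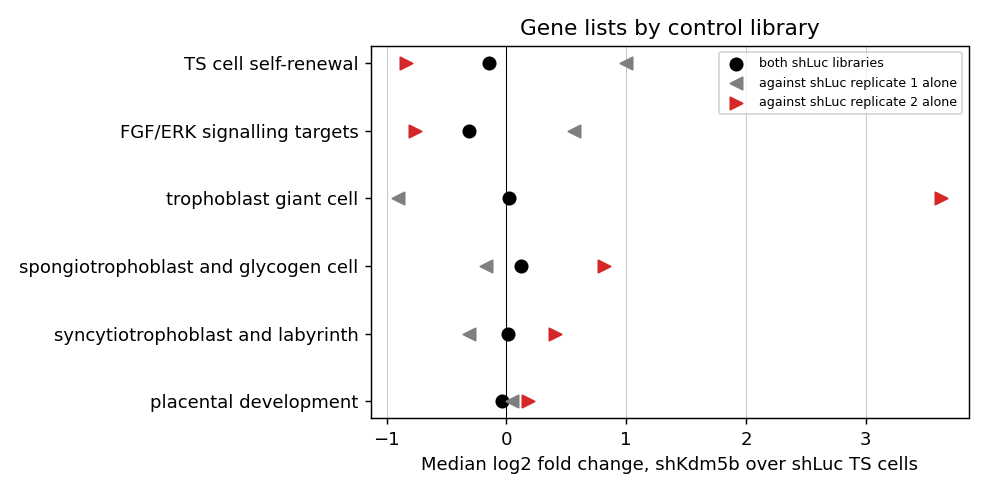
Median log2 fold of shKdm5b over shLuc TS cells (horizontal axis) for 6 gene lists, taken against both shLuc libraries, shLuc replicate 1 alone and shLuc replicate 2 alone, one point each. The giant cell median is 0.02 against both, −0.90 against replicate 1 and 3.63 against replicate 2, and the self-renewal medians are on the opposite sides of 0.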

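Genes lower by fold in shKdm5b TS cells, with Kdm5b and Tex19.1 among them, had a median log2 fold of −1.96 at day 14 over shLuc TS cells. Genes higher by fold had a median of 0.51. Members of the higher set lay on both sides of 0, such as Klf5 at −0.82 and Oasl2 at 2.07 without shKdm5b replicate 1. Among random lists of the same size and expression, 99.99% had a lower median than the higher set and 0% a lower median than the lower set. A weighted running-sum score as in GSEA ranked the genes by day 14 over shLuc. A negative score therefore means lower at day 14, the opposite of the sign in Fig. 1E. The score was −0.76 for the lower set (percentile 0) and −0.34 for the higher set (percentile 43.5), so the score and the median of the higher set differed in sign. The score of the higher set was 0.77 without shLuc replicate 1 and 0.32 and 0.34 without shKdm5b replicates 1 and 2 (percentiles 100, 99.83 and 100), and −0.84 without shLuc replicate 2 (percentile 0). Both folds share the shLuc libraries, which alone draws them together. The 2 folds had a correlation across genes of 0.437 and a covariance of 0.279, against 0.410 and 0.153 in simulated data with no change. In those simulations the sets had day 14 medians of 0.74 (higher) and −0.48 (lower). The simulations gave every library a biological coefficient of variation of 0.368, below the 0.473 of the shLuc pair, and set no RPKM limit. With the sets against shLuc replicate 1 and day 14 over shLuc replicate 2, the higher set was at −4.71 and the lower set at 6.15 (correlation across genes −0.502). With the controls exchanged they were at 0.43 and −0.47 (correlation 0.323). The first of these splits had 96 higher and 34 lower genes, and the second 1174 and 1289. Each of these splits leaves 1 library per control, so part or all of the excess over the simulations may come from the shared controls. Relative to shKdm5b TS cells, the day 14 median was −0.68 for the higher and −0.74 for the lower set. Without shLuc replicate 2 the sets changed sign, to −2.35 and 2.20.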

In support of this model, a comparison of these differentially expressed (DE) genes with global expression data from undifferentiated TS cells and day 14 differentiated TS cells, using gene set enrichment analysis (GSEA) (Subramanian et al., 2005), showed that downregulated genes in shKdm5b TS cells are enriched in undifferentiated TS cells while upregulated genes are enriched in differentiated TS cells (Fig. 1E). These results suggest that KDM5B regulates expression of TSC-enriched genes during self-renewal. In addition, DAVID (Dennis et al., 2003) gene ontology (GO) terms enriched in DE genes include tissue development, system development, embryonic morphogenesis, regulation of transcription, and embryonic placental development (Fig. 1F). 

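Genes called higher in day 14 differentiated TS cells included the placental hormone gene Prl3b1 and the protease gene Ctsq, and genes called lower included Ccnb2 and Top2a of the cell cycle, with calls near the threshold that depended on the scaling. Of 11185 genes, 8 were called higher and 79 lower at day 14 than in shLuc TS cells by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (n = 2 shLuc libraries and 1 day 14 library), where 2407 had an unadjusted p under 0.05. The adjusted p of the genes named here as called was 0.0405 to 0.0493 from the same edgeR test, and leaving out any 1 library raised the calls, to between 216 and 2683 higher and between 505 and 3007 lower. DESeq2's Wald test called 400 and 1079, and limma on log2(RPKM + 1) 25 and 56. Equal medians with edgeR gave 4 and 18, and quantile normalization with limma 19 and 3. Neither scaling kept the calls of Prl3b1, Ctsq, Ccnb2, Top2a, Rrm2, Gins1, Zfp462 or Ecscr, with Prl3b1 at 8.27 (edgeR, adjusted p = 0.0532) and 6.66 (limma, adjusted p = 0.0625). Equal medians also ended the calls of Ceacam13 and Mki67, and quantile normalization those of Spred1, Glipr2, Nuf2, Cdk18, Kif15, Kif11, Cited1, Mycn (−3.31; limma, adjusted p = 0.0586) and Capn6 (−2.16, adjusted p = 0.120). Capn6, Spred1, Cdk18, Kif15, Zfp462 and Ecscr were not called by limma on log2(RPKM + 1) either. Prl3b1, which encodes placental lactogen II, had an RPKM of 5056 at day 14 (log2 fold 8.19, standard error 1.12). The cathepsin genes Ctsq and Cts6 had 876 and 27.4 (log2 folds 7.45 and 6.60), and Ghrh, which encodes growth hormone releasing hormone, 410.4 (log2 fold 8.57). Rarres2, which encodes chemerin, and Cited1, a transcriptional co-regulator, were higher with log2 folds of 5.50 and 4.52. Ceacam13 had no read in either shLuc library and an RPKM of 7.04 at day 14, at least 57.5-fold higher at a floor of 3 counts per library. Insc, chosen after its values were seen, was the remaining higher gene. Ecscr, an endothelial surface gene, had no read at day 14 and was at least 63.9-fold lower at the same floor, which covers counting error only, since reads are not independent molecules. Spred1, an inhibitor of ERK signalling, was called lower with 2 reads at day 14 (RPKM 0.0209) against RPKM values of 5.51 and 15.8 in the shLuc libraries. Capn6 was lower with a log2 fold of −6.26, as were the zinc finger gene Zfp462 (−6.42), Glipr2 (−6.07), the proto-oncogene Mycn (−6.02), Nuf2 of the kinetochore (−5.98), Cdk18 (−5.89) and the motor gene Kif15 (−5.81). All 16 mitosis genes were below 0 (median −4.67) and 7 were called, 16 when adjusted over the list alone, and among those called over all genes the largest folds were those of Ccnb2 (−5.83), Top2a (−5.68), Kif11 (−5.55) and Mki67 (−4.67). DNA replication genes had a median of −2.69, with 2 called lower, Rrm2 (−4.14) and Gins1 (−3.96), and 15 over the list alone. The giant cell list had a median of 3.68, with 2 called higher, Prl3b1 and Ctsq, and 7 higher and 1 lower over the list alone, where paralogs may share reads. The self-renewal list had a median of −3.18, with none called and 0 higher and 9 lower over the list alone. Sox2 (−6.85, edgeR, adjusted p = 0.0522), Elf5 (−4.60, adjusted p = 0.0937) and Esrrb (−3.66, adjusted p = 0.190) did not pass with all libraries. Their log2 folds were −7.59, −5.39 and −4.53 without shLuc replicate 1 and −5.29, −2.82 and −1.20 without shLuc replicate 2. When any 1 undifferentiated library was left out, edgeR pooled the spread over genes more strongly. Its prior degrees of freedom were then 42.3 or more, against 4.96 with all libraries. Passing in those fits is therefore no sign of robustness. FGF and ERK targets had a median of −2.42, with Spred1 called and 7 lower over the list alone. Myc was at −3.58 (adjusted p = 0.0522, edgeR), and at −3.65 to −3.51 when any 1 undifferentiated library was left out. Interferon response genes had a median of 2.05, with 16 of 16 above 0 and 4 higher over the list alone, and spongiotrophoblast genes a median of 1.54, with 8 higher and 3 lower. With a preset correlation, camera gave these lists adjusted p-values of 1.52e-24 for mitosis, 8.62e-11 for DNA replication, 3.34e-08 for giant cells, 1.23e-05 for self-renewal, 6.34e-04 for FGF and ERK targets, 4.12e-08 for interferon response and 2.31e-04 for spongiotrophoblast, and each had adjusted p = 0.622 with an estimated correlation. No list passed the estimated version in any setting, so not passing it says little with so few libraries. In shKdm5b TS cells the 79 genes lower at day 14 had a median log2 fold of 0.05 over shLuc, with 48 above 0 and 31 below, and medians of −0.14 and 0.34 without shLuc replicates 1 and 2. The 4 tested genes higher at day 14 had −0.21, and 1.23 and −0.78 in the same order. Both folds share the shLuc libraries, so these medians need not be 0 with no change, and their no-change value was not estimated. From where the up- and downregulated genes rank between undifferentiated and day 14 TS cells (Fig. 1E), the paper proposes that KDM5B regulates TSC-enriched genes. Its wider role for KDM5B at these genes also rests on ChIP-Seq of H3K4 methylation, which was not analysed here.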

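Genes of embryonic patterning and of the germline, listed by hand, were spread around 0 in shKdm5b TS cells, and no member passed the test. Over-representation of genes changed in either direction, which the paper's GO terms report, was not tested. Of 7 tested patterning transcription factors, 3 were above 0 and 4 below (median −0.01, mean 0.06; camera, adjusted p = 0.782, ranked upward against the sign of the median). Tbx3, a T-box factor, had a log2 fold of −0.45 (standard error 0.522; −0.99, edgeR adjusted p = 0.0132, without shLuc replicate 1, and 0.47 without replicate 2). Lhx2, a LIM homeobox factor, had 0.31 (1.47, adjusted p = 0.0209, and −0.30). The 4 germline genes had a median of −0.13 (camera, adjusted p = 0.782), and 0.41 without shLuc replicate 1 and 0.10 without shKdm5b replicate 1. Tex19.1 was at −1.33 (standard error 0.518), −1.86 without shLuc replicate 1 (edgeR, adjusted p = 2.88e-06) and −0.45 without shLuc replicate 2. Taf7l, a paralog of a general transcription factor subunit, was at 0.29 (1.39, adjusted p = 0.00151, and −0.30). The 17 p53 targets had a median of −0.10 (camera ranked them upward, adjusted p = 0.833; 0.23 without shLuc replicate 2 and 0.07 without shKdm5b replicate 1). Ccng1, a cyclin, was at 0.23 and Mdm2, which encodes a ubiquitin ligase of p53, was at 0.32. Hypoxia and glycolysis genes had 9 of 17 below 0 (median −0.17; camera, adjusted p = 0.782; 0.15 without shLuc replicate 2), with Aldoa, of glycolysis, at −0.24 (0.39 without it). Among 74 ribosomal protein genes, 36 were above 0 and 38 below (median −0.01, mean −0.06; camera ranked them upward, adjusted p = 0.788). Their medians were 0.28 without shLuc replicate 2 (adjusted p = 2.91e-07) and −0.17 without shKdm5b replicate 1 (adjusted p = 0.0262), and 0.812 and 0.893 were the adjusted p-values with an estimated correlation. Rpl4 was at 0.29 and Rps26 at 0.90 (1.19, edgeR adjusted p = 0.01005, without shLuc replicate 1). The 34 tested histone genes had 23 below 0 (median −0.22; camera, adjusted p = 0.362; 0.13 without shLuc replicate 2). Hist1h2bc was at 0.87 (2.64, edgeR adjusted p = 4.32e-08, without shLuc replicate 1) and the linker histone gene Hist1h1c was at 0.03. With an estimated correlation, camera gave each of these lists adjusted p = 0.945 with all libraries, and none had a member called over the list alone. Relative to shLuc TS cells, day 14 cells had list medians of −1.31 for patterning (1 higher and 2 lower over the list alone; camera, adjusted p = 0.393) and 0.96 for germline (2 higher and 0 lower; adjusted p = 0.240). They had −0.77 for p53 (0 higher and 1 lower; adjusted p = 0.125) and −0.57 for hypoxia (0 higher and 0 lower; adjusted p = 0.393). Tbx3 was at −4.48 (edgeR, adjusted p = 0.0522), Lhx2 at 3.55 (adjusted p = 0.0643) and Taf7l at 2.55 (adjusted p = 0.111) at day 14, none past the threshold with all libraries. All of them passed without shLuc replicate 1 (−5.04, 4.69 and 3.64) and without shLuc replicate 2 (−3.60, 2.90 and 1.93). Ribosomal protein genes were below 0 at day 14 in 69 of 74 (median −0.66; camera, adjusted p = 2.31e-04 with a preset and 0.631 with an estimated correlation), with none called over all genes or over the list alone. Histone genes were above 0 at day 14 in 24 of 37 (median 1.65, mean 0.58; 11 higher and 1 lower over the list alone; camera, adjusted p = 6.34e-04 with a preset, 0.622 with an estimated correlation, 0.126 without shLuc replicate 1 and 0.0507 with no filter). Histone and ribosomal protein genes have near-identical copies that can share reads, and the canonical histone transcripts lack a poly-A tail, so single values are uncertain.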

Additional statistically significant GO terms enriched in DE genes include placental development, labyrinthine layer development, and embryonic placental morphogenesis.

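Placental development genes were spread evenly around 0 in shKdm5b TS cells, with 19 of 39 above 0 and 20 below (median −0.04, mean 0.05). None was called with both shLuc libraries or over the list alone. These signs and camera weigh a shared direction only. Over-representation of genes changed either way, which the paper's GO terms report, was not tested. Counts called without shLuc replicate 1 were not compared with the share over all genes. The camera test ranked the list upward (adjusted p = 0.254; 0.945 with an estimated correlation), and without shLuc replicate 1 14 members were called higher and 6 lower (median 0.18), without shLuc replicate 2 none (median 0.05). Hand1, a factor that giant cells require, had RPKM values of 1048 and 642 in shLuc and 1205 and 1453 in shKdm5b TS cells. Its log2 fold was 0.79 (standard error 0.496, n = 2 per group; 1.44, edgeR adjusted p = 0.00358, without shLuc replicate 1, and 0.37 without shLuc replicate 2). Peg10, an imprinted gene that placental development requires, had 0.53 (standard error 0.664; 1.80, edgeR adjusted p = 9.92e-04, and −0.10 in the same order). Of 15 imprinted genes, 10 were above 0 (median 0.32, mean 0.08; camera, adjusted p = 0.283), with medians of 0.63 (6 higher, 2 lower) and −0.07 without shLuc replicates 1 and 2, and adjusted p = 0.0275 (camera) without shKdm5b replicate 2. The imprinted list had adjusted p = 0.945 with an estimated correlation, and 0.824 without shKdm5b replicate 2 (camera). Igf2, a fetal growth factor, had 2528 and 1772 RPKM in shLuc and 4744 and 3699 in shKdm5b TS cells. Its log2 fold of 1.13 (standard error 0.517) did not pass with both shLuc libraries and passed without shLuc replicate 1 (1.65, edgeR adjusted p = 0.00304). Syncytiotrophoblast and labyrinth genes, of the layer where mother and fetus exchange nutrients, had 8 of 16 above 0 (median 0.01, mean −0.12; camera, adjusted p = 0.782), with adjusted p = 0.945 with an estimated correlation. Of these genes, 6 were higher and 3 lower without shLuc replicate 1, with medians of 0.41 without it and −0.31 without shLuc replicate 2. The glucose transporter gene Slc2a1 was at 0.08 (standard error 0.395) and the heme oxygenase gene Hmox1 at 0.37 (standard error 0.492; 1.15, edgeR adjusted p = 0.00931, without shLuc replicate 1, and −0.10 without replicate 2). At day 14 no member of the 3 lists was called, and over the list alone there were 3 higher and 4 lower placental development genes and 1 higher and 3 lower imprinted genes, and none of the syncytiotrophoblast and labyrinth list. The day 14 medians were 0.07 for placental development (mean −0.18; camera, adjusted p = 0.456), −0.38 for imprinted genes (mean −0.67; adjusted p = 0.393) and −0.07 for syncytiotrophoblast and labyrinth (mean −0.32, ranked upward against its sign; adjusted p = 0.754).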

**Fig. 1.**
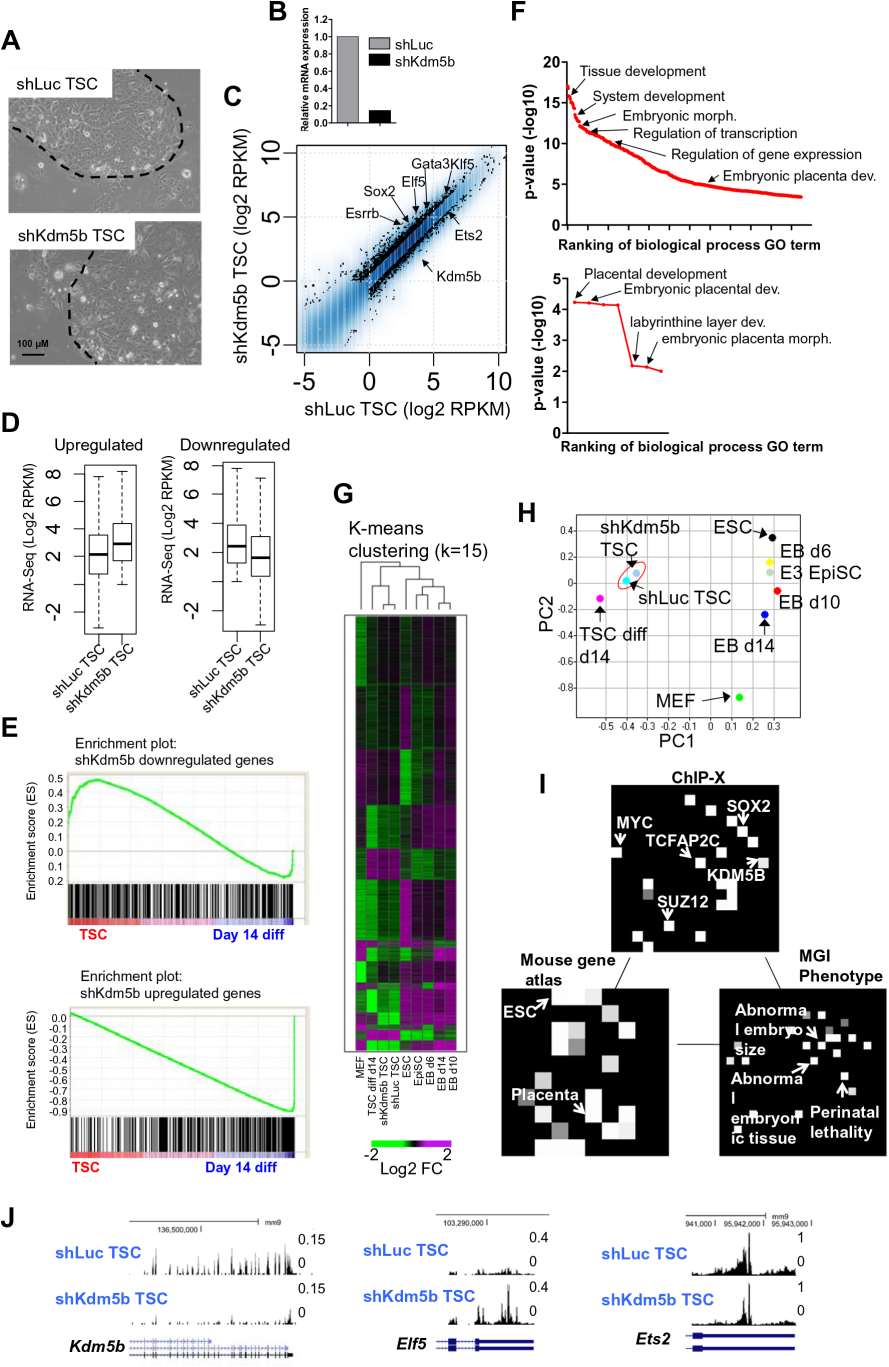
**KDM5B regulates expression of self-renewal genes in TS cells.** (A) TS cells transduced with shLuc (control) or shKdm5b lentiviral particles and stably selected with puromycin. Dotted lines outline boundary of TS cell colony. Representative micrographs from at least three independent experiments are shown. (B) Relative RNA-Seq expression level of *Kdm5b* in shLuc and shKdm5b TS cells. *Kdm5b* RNA-Seq mRNA levels (RPKM) were normalized to shLuc TS cells. (C) Scatter plot of RNA-Seq gene expression analysis between shLuc and shKdm5b TS cells. Log2 adjusted differentially expressed genes are plotted (>twofold, RPKM>3). At least two biological replicates were performed for RNA-Seq analyses. (D) Boxplot of RNA-Seq data: upregulated and downregulated genes in shLuc and shKdm5b TS cells (log2 RPKM). (E) Gene set enrichment analysis (GSEA) plot of downregulated (top) and upregulated (bottom) differentially expressed genes in KDM5B-depleted TS cells relative to shLuc TS cells. Note that the expression of the majority of genes downregulated in shKdm5b TS cells is enriched in undifferentiated TS cells (top plot), while expression of genes that are upregulated in shKdm5b TS cells is enriched in differentiated TS cells (bottom plot). A positive enrichment score indicates that expression of genes is enriched in undifferentiated TS cells, while a negative enrichment score indicates that expression of genes is enriched in differentiated TS cells. (F) DAVID gene ontology (GO) functional annotation of differentially expressed genes between shLuc and shKdm5b TS cells. The bottom graph shows significantly enriched placental and trophoblast GO terms. (G) K-means clustering analysis of RNA-Seq data. Differentially expressed genes (>twofold) clustered according to k-means. (H) Principal component analysis (PCA) of RNA-Seq expression between shLuc and shKdm5b TS cells, day 14 differentiated TS cells, ES cells, day 6, 10, and 14 embryoid body (EB) differentiated ES cells, EpiSCs, and MEFs. (I) Network2Canvas (N2C) (Tan et al., 2013) analyses of differentially expressed genes between shLuc and shKdm5b TS cells. In each canvas, each node (square) represents a gene list (shLuc versus Kdm5b DE genes in TS cells) associated with a functional term in a gene-set library (ChIP-X, mouse gene atlas, and MGI phenotype). The terms are organized on the canvas based on the similarity of their gene-set content. The brightness (white) of each node is determined by its *P* value. (J) Custom tracks of RNA-Seq data in the UCSC genome browser.

To further evaluate the transcriptional profile of shKdm5b TS cells, hierarchical and K-means clustering analysis was used to identify major patterns of expression variability between shLuc and shKdm5b TS cells, day 14 differentiated TS cells, ES cells, epiblast stem cells (EpiSCs), day 6, 10, and 14 embryoid body (EB) differentiated ES cells (Fig. 1G). These results demonstrate that the transcriptome of shKdm5b TS cells is more similar to shLuc TS cells relative to differentiated TS cells and other stem cells derived from preimplantation-stage embryos including ES cells and EpiSCs, and differentiated ES cells. 

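shKdm5b TS cells were closer to shLuc TS cells than to day 14 differentiated TS cells. The mean Euclidean distance over 11185 genes on log2(RPKM + 1) was 63.0 to shLuc libraries (31.2 to 92.4 over 4 pairs) and 101 to day 14 (100.1 and 103). The ratio of the 2 means was 1.61. The 2 shLuc libraries were 98.4 apart and the 2 shKdm5b libraries 39.8 apart, and shLuc replicates 1 and 2 were 87.0 and 159 from day 14. The ratio without shLuc replicate 1 was 1.12, and without shLuc replicate 2 it was 2.88. Markers of other cell types were compared, since undifferentiated TS cells grow on feeder fibroblasts, which the day 14 culture lacks, and endoderm and pluripotent cells also arise from the early embryo. Fibroblast genes had 4 of 6 tested members above 0 in shKdm5b TS cells (median 0.35; camera, adjusted p = 0.782), with 0.64 (adjusted p = 0.00827, and 0.893 with an estimated correlation) and −0.27 without shKdm5b replicates 1 and 2. S100a4, a calcium-binding protein gene, was at −0.74 (−1.42, edgeR adjusted p = 0.0268, without shLuc replicate 1, and 0.64 without shLuc replicate 2) and the smooth muscle actin gene Acta2 at −0.21. Extra-embryonic endoderm genes had a median of 0.31 over 7 genes (camera, adjusted p = 0.647; −0.17 without shKdm5b replicate 2), with the matrix genes Sparc at 0.35 and Col4a1 at 0.31. Pluripotency genes had all 5 tested members at or below 0 (median −0.19; camera, adjusted p = 0.782), with −0.64 without shLuc replicate 1 and 0.41 without shLuc replicate 2 (adjusted p = 0.0137, and 0.795 with an estimated correlation). Utf1, a chromatin protein of pluripotent cells, was at −0.17 (−0.84, edgeR adjusted p = 0.0361, without shLuc replicate 1, and 1.16 without shLuc replicate 2). Dppa4, another pluripotency gene, had 14.5 and 18.3 RPKM in shKdm5b against 9.40 and 30.5 in shLuc TS cells. Epithelial adhesion and keratin genes had 14 of 16 below 0 (median −0.20; camera, adjusted p = 0.223; −0.46, adjusted p = 2.91e-04, and 0.824 with an estimated correlation, without shKdm5b replicate 2), with Krt8 at −0.35 and Krt18 at −0.04. No member of these lists was called with both shLuc libraries or over the list alone, and camera with an estimated correlation gave each adjusted p = 0.945 with all libraries. The day 14 medians were −2.15 for fibroblast genes (1 higher and 3 lower over the list alone; camera, adjusted p = 0.0473 with a preset and 0.622 with an estimated correlation) and 0.24 for endoderm (0 higher and 0 lower; adjusted p = 0.619). They were −1.17 for pluripotency (0 higher and 2 lower; adjusted p = 0.104) and −0.39 for epithelial genes (0 higher and 4 lower; adjusted p = 0.0843). The fibroblast list did not pass without shLuc replicate 1 (camera, adjusted p = 0.117) or without shKdm5b replicate 2 (adjusted p = 0.0761), nor by limma on log2(RPKM + 1) (camera, adjusted p = 0.305). The pluripotency list passed camera at day 14 without shLuc replicate 1 (adjusted p = 0.0324) or either shKdm5b library (adjusted p = 0.0433 and 0.0479), and the epithelial list without shLuc replicate 2 (adjusted p = 0.0282). With an estimated correlation these became 0.683, 0.676, 0.670 and 0.806. ES cells, EpiSCs and embryoid bodies were not analysed here.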

The dimensionality reduction tool, Principal component analysis (PCA), confirmed these findings: we found that the two-dimensional spatial proximity of shKdm5b TS cells was closer to shLuc TS cells relative to differentiated TS cells or other undifferentiated or differentiated stem cells derived from preimplantation stage embryos (Fig. 1H). These results are in alignment with findings we observed previously for shKdm5b ES cells. 

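The shKdm5b TS cell libraries lay next to shLuc replicate 1 on both principal components, while shLuc replicate 2 and day 14 TS cells took the opposite ends of the first. The first component held 76.2% of the variance of log2(RPKM + 1) over the 5 libraries and the second 16.5%. On the first component shKdm5b replicates 1 and 2 were at −7.65 and −3.72, shLuc replicates 1 and 2 at 7.96 and −77.7, and day 14 at 81.1. Second-component values were −19.2 and −22.5 for shKdm5b, −15.5 and 29.9 for shLuc, and 27.3 for day 14.

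**Figure D3:**
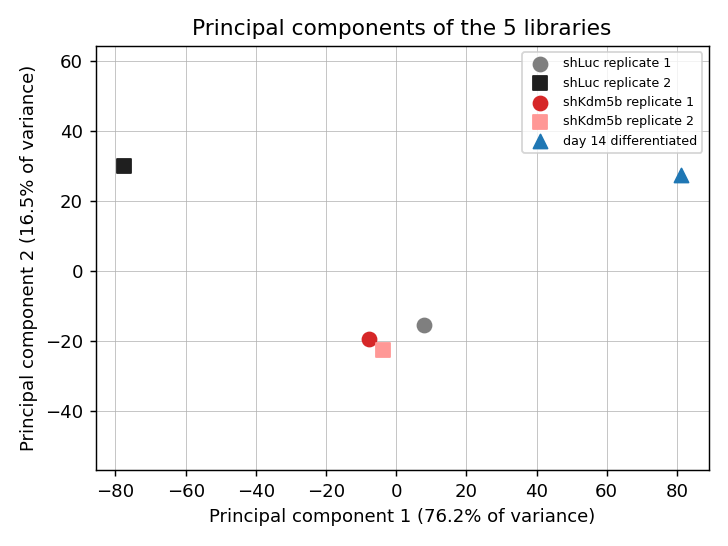
First and second principal components (axes, arbitrary units, with the percent of variance) of log2(RPKM + 1) in the 5 libraries, one labelled point per library. shLuc replicate 1 sits beside the shKdm5b libraries, and shLuc replicate 2 is at −77.7 on the first component, opposite day 14 at 81.1.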

While depletion of KDM5B in ES cells resulted in a slight decrease in self-renewal genes and dysregulated expression of several genes implicated in ES cell self-renewal, loss of KDM5B did not result in a collapse of the self-renewal transcriptional network (Kidder et al., 2013). Further annotation of the DE genes in shKdm5b TS cells using Network2canvas (Tan et al., 2013) revealed binding sites of TFAP2C, KDM5B, MYC, and SUZ12 (Fig. 1I, top), expression in placenta and ES cells (Fig. 1I, bottom left), and involvement in abnormal embryo size, embryonic tissue, and placental lethality (Fig. 1I, bottom right). Visualization of custom tracks on the UCSC genome browser revealed downregulation of genes such as *Kdm5b* and *Ets2*, and upregulation of *Elf5* in shKdm5b TS cells (Fig. 1J). 

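Kdm5b had 496 and 483 reads in the shKdm5b libraries, below the 1526 and 2886 reads of shLuc replicates 1 and 2. Ets2 (NM_011809, chromosome 16 of mm9 from 95923682 to 95942658, plus strand) had 8085 and 3230 reads in the shLuc libraries and 4869 and 6728 in the shKdm5b libraries, both between the shLuc values. Elf5 (NM_010125, chromosome 2 of mm9 from 103251845 to 103291146, plus strand) had 691 and 4382 reads in the shLuc libraries and 2131 and 2018 in the shKdm5b libraries, again between the shLuc values. Day 14 TS cells had 1142 reads of Kdm5b, 12732 of Ets2 and 85 of Elf5.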

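The self-renewal list had a median RPKM of 21.5 and 15.4 in the shKdm5b libraries and 1.70 at day 14, with members that went both ways and no test of shKdm5b against day 14. Elf5 was at 1.2 RPKM at day 14, Esrrb at 1.67, Sox2 at 0.166, Klf5 at 33.4 and Gata3 at 17.3, each below both shKdm5b libraries, and Ets2, at 112, was above them. Tfap2c, at 66.3 at day 14, was close to the 77.4 and 72.3 of the shKdm5b libraries. Id2 had 91.3 and 125 RPKM in the shKdm5b libraries and 7.72 at day 14. Giant cell genes had a median of 597 at day 14, above both shKdm5b libraries.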

Overall, these results suggest that while depletion of KDM5B leads to altered expression of self-renewal and TSC-enriched genes, it does not lead to a collapse of the self-renewal network.

### KDM5B regulates the H3K4 methylation landscape of TS cells

To evaluate the genome-wide distribution of H3K4 methylation in KDM5B-depleted TS cells we performed chromatin immunoprecipitation followed by next-generation sequencing (ChIP-Seq). Results from these experiments revealed altered levels of H3K4me3 (Fig. 2A) and H3K4me2 (Fig. 2B) at a number of regions in shKdm5b TS cells [SICER (Zang et al., 2009) islands; FDR <0.001, fold-change >1.5; see the Materials and Methods]. Interestingly, we observed a greater number of regions with increased H3K4me3 relative to regions with decreased H3K4me3 in shKdm5b TS cells relative to shLuc TS cells (Fig. 2A). However, we observed a relatively equal number of regions with increased and decreased H3K4me2 in shKdm5b TS cells (Fig. 2B). Scatter plots confirmed these changes in H3K4me3 (Fig. 2C) and H3K4me2 (Fig. 2D) levels in shKdm5b TS cells. Venn diagrams revealed that shKdm5b TS cells exhibited an increased number of H3K4me3 regions and a relatively equal distribution of increased and decreased H3K4me2 regions (Fig. 2E). Moreover, boxplots revealed that regions with high enrichment of H3K4me3 in shLuc TS cells exhibited decreased H3K4me3 levels in shKdm5b TS cells, while regions with moderate enrichment of H3K4me3 in shLuc TS cells exhibited increased H3K4me3 levels in shKdm5b TS cells (Fig. 2F). Likewise, regions with high enrichment of H3K4me2 in shLuc TS cells exhibited decreased H3K4me2 levels in shKdm5b TS cells, while regions with moderate enrichment of H3K4me2 in shLuc TS cells exhibited increased H3K4me2 levels in shKdm5b TS cells (Fig. 2G). These results suggest that KDM5B is important for maintaining elevated H3K4me3 and H3K4me2 levels at a subset of TSC-enriched genes, and for dampening H3K4me3 and H3K4me2 levels at a different subset of genes.

**Fig. 2.**
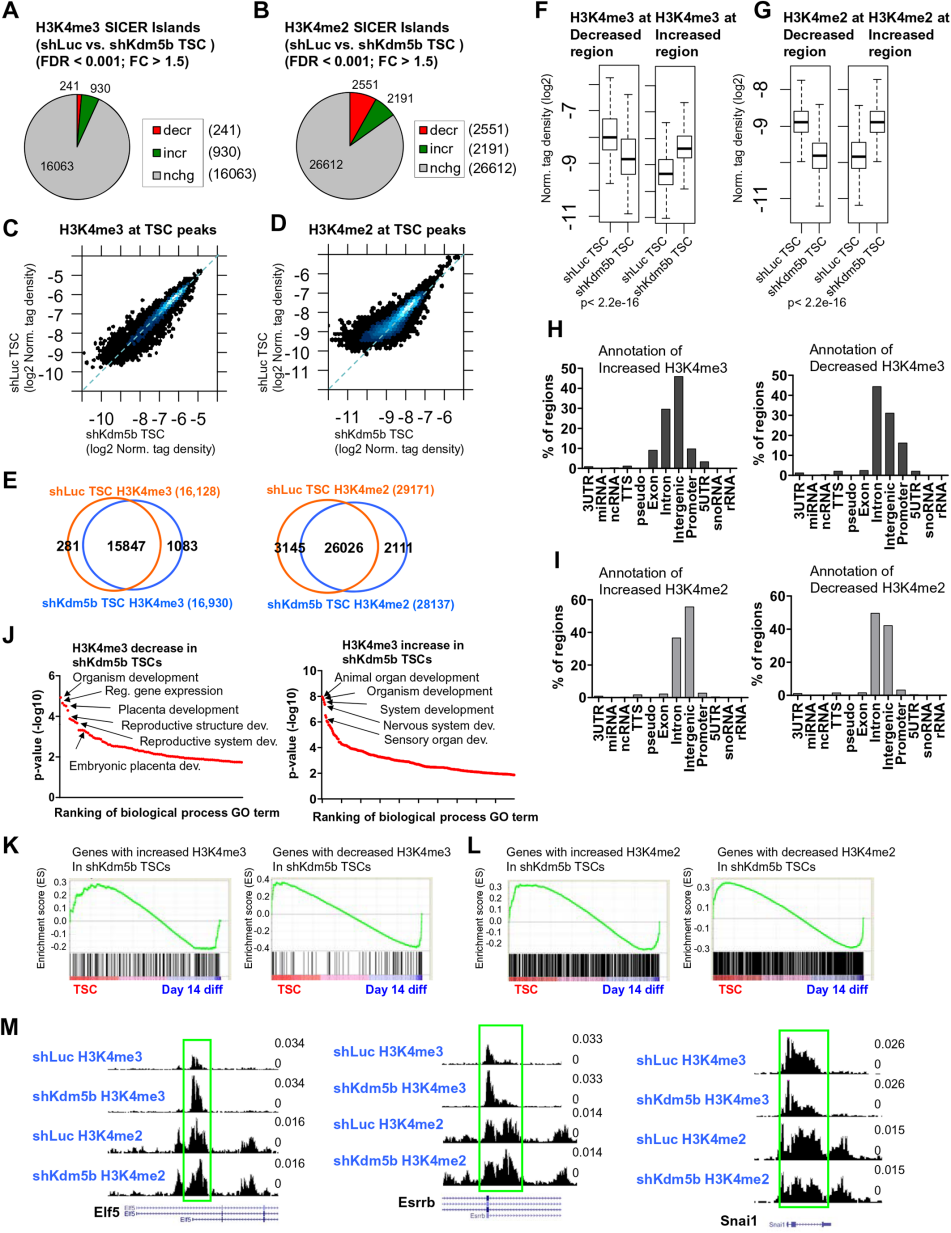
**KDM5B regulates the H3K4 methylation landscape of TS cells.** Depletion of KDM5B leads to altered (A) H3K4me3 and (B) H3K4me2 levels in TS cells (See the Materials and Methods section for SICER-analysis; fold-change >1.5, FDR <0.001). Scatter plots of (C) H3K4me3 and (D) H3K4me2 densities at TSC ChIP-enriched peaks (log2 normalized tag density). (E) Venn diagrams showing overlap of H3K4me3 (left) and H3K4me2 (right) in shLuc and shKdm5b TS cells at SICER-defined islands. (F,G) Boxplots of (F) H3K4me3 and (G) H3K4me2 densities at regions of increased or decreased H3K4me3 or H3K4me2 in shKdm5b TS cells relative to shLuc TS cells. (H,I) Annotation of regions with increased or decreased (H) H3K4me3 or (I) H3K4me2 in KDM5B-depleted TS cells using HOMER software. (J) DAVID gene ontology (GO) functional annotation of genes with altered H3K4me3 in KDM5B-depleted TS cells relative to shLuc TS cells. (K,L) GSEA of genes with (K) increased (left) or decreased (right) H3K4me3 or (L) H3K4me2 in shKdm5b TS cells relative to shLuc TS cells. (M) Custom views of ChIP-Seq data in the UCSC genome browser.

Annotation of regions using homer software (Heinz et al., 2010) of increased H3K4me3 in shKdm5b TS cells showed that they are mainly located at intergenic, intron, promoter, and exon regions (Fig. 2H, left), while decreased H3K4me3 regions are located at intron, intergenic, and promoter regions (Fig. 2H, right). In addition, annotation of increased and decreased H3K4me2 regions showed that they are predominantly located in intron and intergenic regions (Fig. 2I). DAVID (Dennis et al., 2003) was subsequently used to functionally annotate regions of differential H3K4 methylation in shKdm5 and shLuc TS cells. Our findings show that several gene ontology terms, including organism development, regulation of gene expression, placental development, reproductive structure development, and reproductive system development were overrepresented in genes with decreased H3K4me3 (Fig. 2J, left). In addition, developmental GO terms were enriched in genes that displayed increased H3K4me3 in shKdm5b TS cells (Fig. 2J, right). To further understand the expression state of genes with altered H3K4me3 or H3K4me2 in KDM5B-depleted TS cells, we compared these genes to expression data from undifferentiated TS cells and day 14 differentiated TS cells using gene set enrichment analysis (GSEA) (Subramanian et al., 2005). These results show that genes with increased or decreased H3K4me3 are relatively evenly distributed between being expressed in undifferentiated TS cells or in differentiated TS cells (Fig. 2K-L). Increased H3K4me3 is visible at several self-renewal genes (*Elf5*, *Esrrb*) in custom UCSC genome browser views (Fig. 2M). Moreover, decreased H3K4me3 is also visible in a genome browser view (Fig. 2M, right).

### KDM5B removes H3K4 methylation at TS cell enriched genes during differentiation

To investigate whether KDM5B regulates the H3K4 methylation landscape during early differentiation of TS cells we cultured shLuc and shKdm5b TS cells in the absence of FGF4 over a time-course of 2–4 days to induce differentiation. While shLuc TS cell colonies lost their tight cell-cell contact at the colony periphery, and became scattered, after two days of differentiation (Fig. 3A, left), day 2 and day 3 differentiated shKdm5b TS cell colonies maintained a TSC-like morphology (Fig. 3A, right), suggesting that depletion of KDM5B leads to delayed differentiation. Also, we did not observe altered viability of differentiated shKdm5b TS cells relative to differentiated shLuc TS cells (day 2, *P*=0.1; day 3, *P*=0.17) (Fig. 3B).

**Fig. 3.**
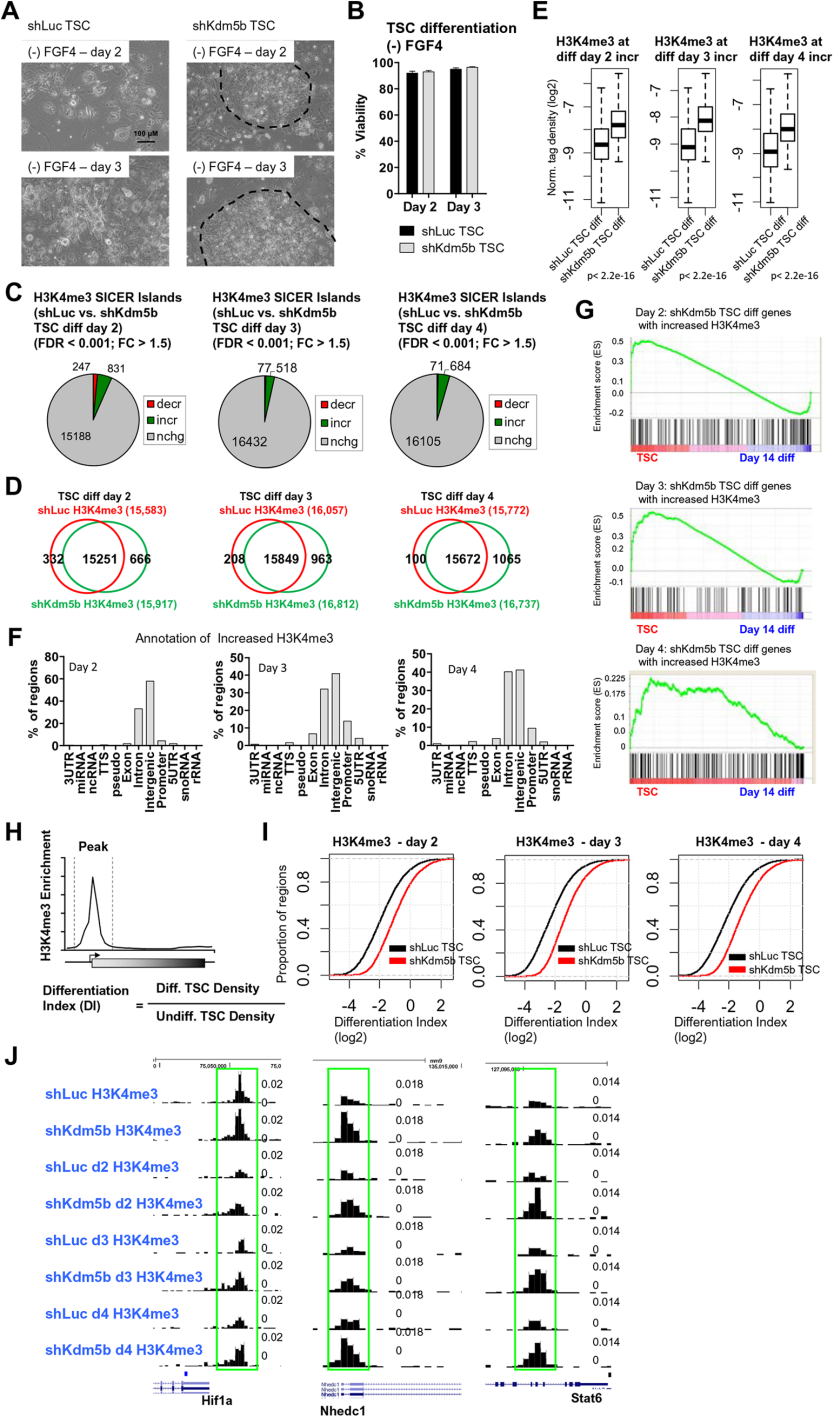
**KDM5B demethylates H3K4me3 at TSC-enriched genes during early differentiation.** (A) Bright-field microscopy of day 2–3 differentiated shLuc and shKdm5b TS cells. (B) Percent viability of day 2–3 differentiated shLuc and shKdm5b TS cells. (C) Differentiated KDM5B-depleted TS cells exhibit elevated H3K4me3 ChIP-Seq levels relative to differentiated shLuc TS cells (See the Materials and Methods section for SICER-analysis; fold-change >1.5, FDR <0.001). (D) Venn diagrams showing overlap of H3K4me3 in day 2–4 differentiated shLuc and shKdm5b TS cells at SICER-defined islands. (E) Boxplots of H3K4me3 densities at regions with increased H3K4me3 in day 2, day 3, and day 4 differentiated shKdm5b TS cells. (F) Annotation of regions with increased H3K4me3 in shKdm5b versus shLuc day 2, day 3, or day 4 differentiated TS cells using HOMER software. (G) GSEA of genes with increased H3K4me3 in shKdm5b versus shLuc day 2, day 3, or day 4 differentiated TS cells. (H) Schematic describing the calculation used to determine the differentiation index (DI) at H3K4me3 marked genes in ES cells. The DI is calculated from the ratio of the density of H3K4me3 in differentiated TS cells to the density of H3K4me3 in undifferentiated TS cells. (I) Empirical cumulative distribution for the DI of H3K4me3 across genes marked by H3K4me3 in undifferentiated TS cells for shLuc (black) and shKdm5b (red) TS cells. Y-axis shows the percentage of regions that exhibit a DI less than the value specified by the x-axis. A line shifted to the right means a systematic increase in the differentiation index. *P*-value for all <2.2E-16 (Kolmogorov–Smirnov test). Note the decreased DI for genes marked by H3K4me3 in shKdm5b TS cells. (J) Custom views of ChIP-Seq data in the UCSC genome browser.

Next, we surveyed the genome-wide distribution of H3K4me3 in day 2, day 3, and day 4 differentiated shLuc and shKdm5b TS cells using ChIP-Seq. Our findings show that depletion of KDM5B in TS cells leads to increased H3K4me3 levels during early differentiation (day 2–4) relative to control (shLuc) TS cells [SICER (Zang et al., 2009) islands; FDR <0.001, fold-change >1.5; see the Materials and Methods] (Fig. 3C). We also observed a sequential increase in the number of H3K4me3 ChIP-enriched peaks in shKdm5b TS cells during differentiation (Fig. 3D). We also evaluated H3K4me3 densities at regions of increased H3K4me3 in day 2, day 3, and day 4 differentiated shKdm5b TS cells relative to shLuc TS cells. Box plots reveal that day 2, day 3, and day 4 differentiated KDM5B-depleted TS cells exhibited increased H3K4me3 ChIP-Seq levels relative to differentiated shLuc TS cells (Fig. 3E). Annotation of regions with increased H3K4me3 during early differentiation of KDM5B-knockdown TS cells revealed that they are located in intron, promoter, intergenic, and exon regions (Fig. 3F).

We then analyzed the expression state of genes with increased H3K4me3 in day 2, day 3, and day 4 differentiated shKdm5b TS cells by comparing these genes with expression data from undifferentiated TS cells and day 14 differentiated TS cells using GSEA. Our results show that expression of genes with increased H3K4me3 in differentiated shKdm5b TS cells (day 2, day 3, day 4) is mainly enriched in undifferentiated TS cells (Fig. 3G). These results suggest that TSC-enriched genes are not fully demethylated during differentiation in the absence of KDM5B, demonstrating an important role for KDM5B in removing H3K4me3 at TSC-enriched genes during differentiation.

To further explore the relationship between depletion of KDM5B and regulation of H3K4me3 at TSC-enriched genes during differentiation, we quantified the relative ratio of H3K4me3 density in day 2–4 differentiated TS cells to that in undifferentiated TS cells, which we have termed the differentiation index (DI) (Fig. 3H). Using this calculation, we observed a decrease in the DI for H3K4me3 in day 2–4 differentiated shLuc TS cells relative to day 2–4 differentiated KDM5B-depleted TS cells (Fig. 3I). These results show that depletion of KDM5B regulates H3K4 demethylation during TS cell differentiation. Increased H3K4me3 is visible at several self-renewal and trophoblast genes (*Hif1a*, *Stat6*, *Nhedc1/Slc9b1*) in custom UCSC genome browser views (Fig. 3J).

We also investigated whether KDM5B regulates the global profile of H3K4 methylation following two weeks of TSC differentiation. To this end, we surveyed the genome-wide distribution of H3K4me3 in day 14 differentiated shLuc and shKdm5b TS cells using ChIP-Seq. Results from these experiments showed that KDM5B-depleted TS cells exhibited globally increased H3K4me3 levels relative to control (shLuc) TS cells [SICER (Zang et al., 2009) islands; FDR <0.001, fold-change >1.5; see the Materials and Methods] (Fig. 4A). We also observed an increase in the number of H3K4me3 ChIP-enriched peaks in shKdm5b TS cells (Fig. 4B). We then evaluated H3K4me3 densities at shluc-TSC-H3K4me3 ChIP-enriched peaks. A scatter plot (Fig. 4C) and box plot (Fig. 4D) showed that day 14 differentiated KDM5B-depleted TS cells exhibited increased H3K4me3 ChIP-Seq levels relative to differentiated shLuc TS cells. Moreover, heat maps (Fig. 4E) and average profiles (Fig. 4F) of H3K4me3 densities around transcriptional start sites (TSS) further revealed increased H3K4me3 levels in differentiated shKdm5b TS cells relative to differentiated shLuc TS cells. Annotation of differentially methylated regions showed that regions with increased H3K4me3 in KDM5B-depleted day 14 differentiated TS cells are located in intron, promoter, intergenic, and exon regions (Fig. 4G, left). Further annotation also revealed that regions of increased H3K4me3 in day 14 differentiated shKdm5b TS cells are enriched with CpG-islands (Fig. 4G, right), suggesting that KDM5B may be important for removing H3K4me3 at CpG-islands during differentiation.

**Fig. 4.**
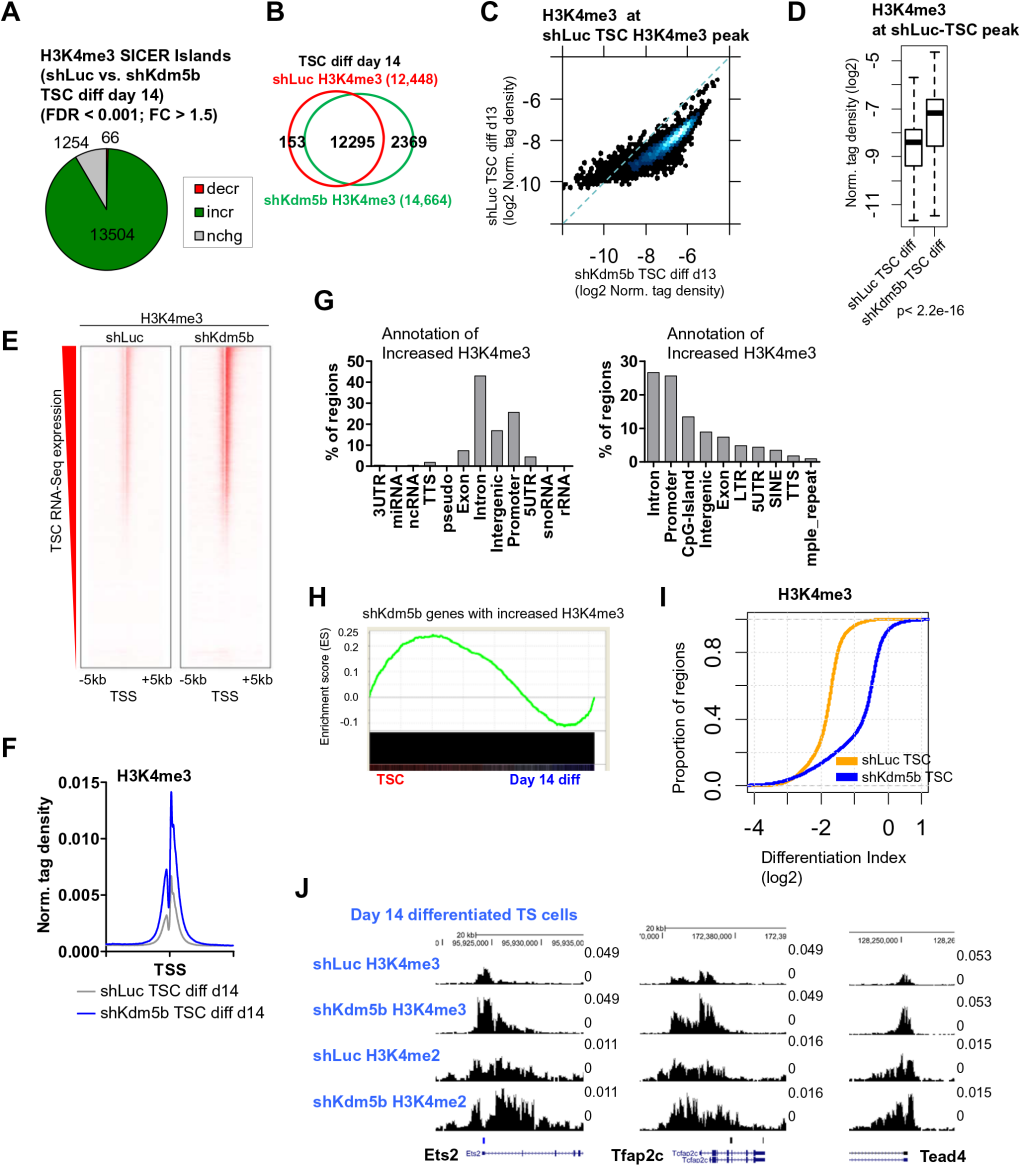
**KDM5B demethylates H3K4me3 at TSC-enriched genes during differentiation.** (A) Differentiated KDM5B-depleted TS cells exhibit elevated H3K4me3 ChIP-Seq levels relative to differentiated shLuc TS cells (See the Materials and Methods section for SICER-analysis; fold-change >1.5, FDR <0.001). (B) Venn diagrams showing overlap of H3K4me3 in day 14 differentiated shLuc and shKdm5b TS cells at SICER-defined islands. (C) Scatter plot of H3K4me3 densities at TSC ChIP-enriched peaks (log2 normalized tag density). (D) Boxplot of H3K4me3 density at TSC-defined ChIP-Seq peaks in shLuc and shKdm5b day 14 differentiated TS cells. (E) Heat maps of H3K4me3 densities at transcriptional start sites (TSS) in shLuc and shKdm5b day 14 differentiated TS cells (genes were sorted by their expression in undifferentiated TS cells). (F) Average profile of H3K4me3 in shLuc and shKdm5b day 14 differentiated TS cells. (G) Annotation of regions with increased H3K4me3 in shKdm5b versus shLuc day 14 differentiated TS cells using HOMER software. (H) GSEA of genes with increased H3K4me3 in shKdm5b versus shLuc day 14 differentiated TS cells. (I) Empirical cumulative distribution for the differentiation index (DI) of H3K4me3 across genes marked by H3K4me3 in undifferentiated TS cells for shLuc (orange) and shKdm5b (blue) TS cells. Y-axis shows the percentage of regions that exhibit a DI less than the value specified by the x-axis. A line shifted to the right means a systematic increase in the differentiation index. *P*-value for all <2.2E-16 (Kolmogorov–Smirnov test). Note the decreased DI for genes marked by H3K4me3 in shKdm5b TS cells. (J) Custom views of ChIP-Seq data in the UCSC genome browser.

Next, we analyzed the expression state of genes with increased H3K4me3 in differentiated shKdm5b TS cells by comparing these genes with expression data from undifferentiated TS cells and day 14 differentiated TS cells using GSEA as described above. These results show that the expression of the majority of genes with increased H3K4me3 in differentiated shKdm5b TS cells is enriched in undifferentiated TS cells (Fig. 4H). Together, these results show that in the absence of KDM5B, H3K4me3 is not fully demethylated at TSC-enriched genes during differentiation, suggesting a critical role for KDM5B in removing H3K4me3 at TSC-enriched genes during differentiation.

We then explored the relationship between depletion of KDM5B and regulation of H3K4me3 at TSC-enriched genes during differentiation by quantifying the relative ratio of H3K4me3 density in differentiated TS cells (day 14) to that in undifferentiated TS cells using the DI, as described in Fig. 3H. Using this calculation, we observed a decrease in the DI for H3K4me3 in shLuc TS cells relative to KDM5B-depleted TS cells (Fig. 4I). These results show that depletion of KDM5B impacts demethylation of H3K4me3 during TS cell differentiation. Increased H3K4me3 is visible at several self-renewal genes (*Ets2*, *Tfap2c*, *Tead4*) in custom UCSC genome browser views (Fig. 4J).

We also investigated whether KDM5B regulates H3K4me2 during TS cell differentiation by performing ChIP-Seq using day 14 differentiated shLuc and shKdm5b TS cells in a similar way as described above. These results show that KDM5B-depleted TS cells display global increases in H3K4me2 ChIP-Seq levels relative to shLuc TS cells (SICER islands; FDR <0.001, fold-change >1.5; see the Materials and Methods) (Fig. 5A). In addition, we observed a greater number of H3K4me2 ChIP-enriched peaks in differentiated shKdm5b TS cells relative to differentiated shLuc TS cells (Fig. 5B), and an overall increase in H3K4me2 densities at shluc-TSC-H3K4me2 ChIP-enriched peaks, as evaluated using a scatter plot (Fig. 5C) and box plot (Fig. 5D). Heat maps (Fig. 5E) and average profiles (Fig. 5F) of H3K4me2 densities around transcriptional start sites (TSS) also revealed increased H3K4me2 in differentiated KDM5B-depleted TS cells. Annotation of regions with differential H3K4me2 showed that regions with increased H3K4me2 in differentiated KDM5B-depleted TS cells are located in intron, intergenic, and promoter regions (Fig. 5G, left). Further annotation also revealed that regions of increased H3K4me2 are enriched with SINE repetitive DNA elements (Fig. 5G, right).

**Fig. 5.**
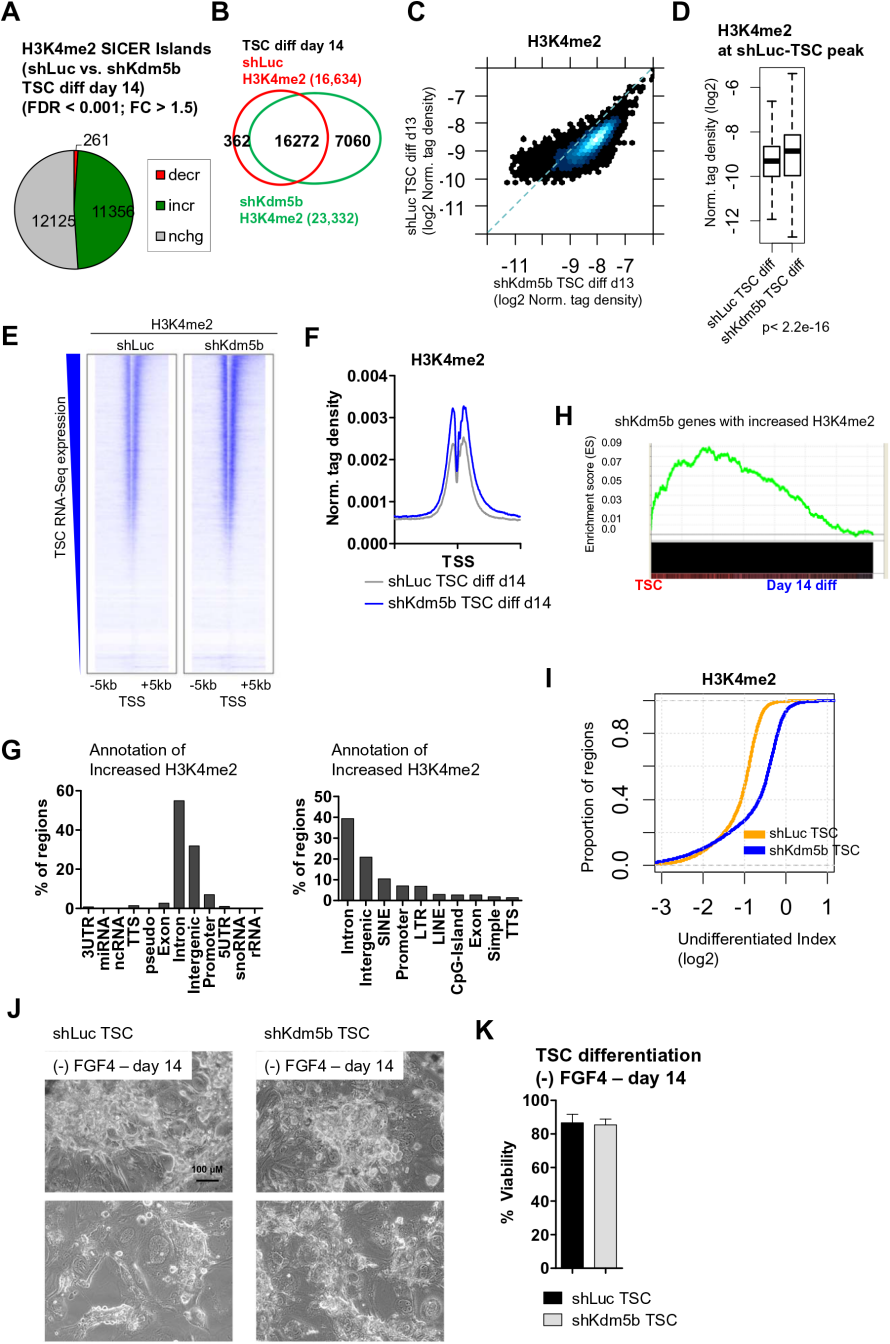
**KDM5B demethylates H3K4me2 at TSC-enriched genes during differentiation.** (A) Differentiated KDM5B-depleted TS cells exhibit elevated H3K4me2 ChIP-Seq levels relative to differentiated shLuc TS cells (See the Materials and Methods section for SICER-analysis; fold-change >1.5, FDR <0.001). (B) Venn diagrams showing overlap of H3K4me2 in day 14 differentiated shLuc and shKdm5b TS cells at SICER-defined islands. (C) Scatter plot of H3K4me2 densities at TSC ChIP-enriched peaks (log2 normalized tag density). (D) Boxplot of H3K4me2 density at TSC-defined ChIP-Seq peaks in shLuc and shKdm5b day 14 differentiated TS cells. (E) Heat maps of H3K4me2 densities at transcriptional start sites (TSS) in shLuc and shKdm5b day 14 differentiated TS cells (genes were sorted by their expression in undifferentiated TS cells). (F) Average profile of H3K4me2 in shLuc and shKdm5b day 14 differentiated TS cells. (G) Annotation of regions with increased H3K4me2 in shKdm5b versus shLuc day 14 differentiated TS cells using HOMER software. (H) GSEA of genes with increased H3K4me2 in shKdm5b versus shLuc day 14 differentiated TS cells. (I) Empirical cumulative distribution for the differentiation index (DI) of H3K4me2 across regions marked by H3K4me2 in undifferentiated TS cells for shLuc (orange) and shKdm5b (blue) TS cells. Y-axis shows the percentage of genes that exhibit a DI less than the value specified by the x-axis. A line shifted to the right means a systematic increase in the differentiation index. *P*-value for all <2.2E-16 (Kolmogorov–Smirnov test). Note the decreased DI for genes marked by H3K4me2 in shKdm5b TS cells. (J) Bright-field microscopy of day 14 differentiated shLuc and shKdm5b TS cells. (K) Percent viability of day 14 differentiated shLuc and shKdm5b TS cells.

We also analyzed the expression state of genes with increased H3K4me2 in day 14 differentiated shKdm5b TS cells by comparing these genes with expression data from undifferentiated TS cells and day 14 differentiated TS cells using GSEA. Our results demonstrate that the expression of genes with increased H3K4me2 in differentiated KDM5B-depleted TS cells is enriched in undifferentiated TS cells (Fig. 5H). Overall, these results show that depletion of KDM5B leads to incomplete demethylation of H3K4me2 at TS cell self-renewal genes during differentiation, further demonstrating that KDM5B demethylates TSC-enriched genes during differentiation.

We further explored the relationship between depletion of KDM5B and regulation of H3K4me2 at TSC-enriched genes during differentiation by quantifying the relative ratio of H3K4me2 density in differentiated TS cells (day 14) to that in undifferentiated TS cells (differentiation index; DI). Using this calculation, we observed a decrease in the DI for H3K4me2 in shLuc TS cells relative to KDM5B-depleted TS cells (Fig. 5I). While depletion of KDM5B resulted in delayed H3K4 demethylation and delayed differentiation in the FGF4, depletion of KDM5B did not completely block differentiation (Fig. 5J). Moreover, we did not observe altered viability of day 14 differentiated shKdm5b TS cells relative to shLuc TS cells (*P*=0.44) (Fig. 5J–K). Altogether, these results suggest that depletion of KDM5B leads to a delay in demethylation of H3K4me3 and H3K4me2 during TS cell differentiation.

## DISCUSSION

Here, we describe an epigenetic role for KDM5B in regulating the H3K4 methylomes and transcriptomes of undifferentiated and differentiated TS cells. While H3K4 methylation is known to be localized at active promoters (Barski et al., 2007), it is unclear how H3K4 methylation is regulated in TS cells and during trophoblast-lineage differentiation. In particular, what is the role for the KDM5B demethylase in regulating H3K4me3 in TS cells and during differentiation? By examining the epigenetic and transcriptional landscapes of KDM5B-depleted TS cells, we found that loss of KDM5B leads to dysregulated expression of genes whose expression is enriched in TS cells, including genes implicated in TS cell self-renewal. However, we did not observe a full collapse of the self-renewal transcriptional network in KDM5B-depleted TS cells, where an evaluation of RNA-Seq data using hierarchical clustering analysis demonstrated that shKdm5b TS cells clustered closer to shLuc TS cells relative to differentiated TS cells, stem cells derived from preimplantation-stage embryos (ES cells and EpiSCs), and differentiated MEFs and EBs (Fig. 1G). These results are consistent with previous findings which demonstrated that while depletion of KDM5B in ES cells leads to dysregulated gene expression, it does not lead to a complete collapse of the self-renewal transcriptional network (Kidder et al., 2013). Interestingly, while we observed downregulation of TS cell enriched genes in shKdm5b TS cells, and upregulation of genes whose expression is enriched in differentiated TS cells, several self-renewal genes such as *Esrrb*, *Sox2*, *Elf5*, *Gata3*, and *Klf5* were upregulated in shKdm5b TS cells. One possible explanation for these findings is that increased expression of transcription factors (TFs) implicated in TS cell self-renewal may attenuate the expression of other TSC-enriched genes. In this case, upregulated expression of self-renewal TFs, several of which co-occupy many target genes (Kidder and Palmer, 2010), may lead to dysregulated expression of downstream targets. This phenomena has been observed in ES cells, where overexpression of OCT4 leads to differentiation of ES cells (Niwa et al., 2000). We propose that KDM5B acts in part to dampen the transcriptional output of key self-renewal genes in TS cells by regulating the H3K4 methylation landscape. In support of this model, our results show that depletion of KDM5B in TS cells resulted in increased H3K4me3 at self-renewal genes (Fig. 2M), which was accompanied by increased expression (Fig. 1C).

We also propose that KDM5B is a key epigenetic regulator of the H3K4 methylome during TS cell differentiation, where KDM5B acts to reset the epigenetic landscape during differentiation by demethylating H3K4 at self-renewal genes and at genes whose expression is enriched in TS cells. In support of this model, we observed maintenance of H3K4 methylation (H3K4me3, H3K4me2) at self-renewal genes in differentiated shKdm5b TS cells relative to differentiated shLuc TS cells (Figs 3J and 4J). We also established a metric to quantify the relative differentiation of KDM5B-depleted TS cells by surveying H3K4me3/H3K4me2 densities in undifferentiated versus differentiated TS cells. Results from these analyses demonstrate that KDM5B-depleted TS cells exhibit incomplete demethylation of TSC-enriched genes during differentiation. These findings suggest that KDM5B plays a critical role in deactivating H3K4 methylation at self-renewal genes and at genes whose expression is enriched in TS cells to reset H3K4 methylation.

Self-renewal of ES cells and TS cells is dependent on extrinsic signals and intrinsic epigenetic and transcriptional networks. While TS cells share similar characteristics as ES cells (Kidder and Palmer, 2010), lineage-specific differences exist in epigenetic pathways between these cell types. In particular, ES cells contain bivalent chromatin domains consisting of the activating H3K4me3 and repressive H3K27me3 histone modifications, which are enriched at developmental genes that are repressed in ES cells but active during differentiation. However, H3K4me3/H3K27me3 bivalent domains are largely absent in TS cells (Rugg-Gunn et al., 2010). While KDM5B was previously found to regulate H3K4me3 at H3K4me3/H3K27me3 bivalently marked genes during differentiation of ES cells (Kidder et al., 2014), because TS cells exhibit a limited overlap between these two modifications, the role for KDM5B in regulating TS cell differentiation is likely independent of a mechanism involving regulation of these bivalent domains.

In summary, we describe a mechanism whereby KDM5B regulates H3K4 methylation on a global scale in TS cells to regulate expression of self-renewal genes and to reset the H3K4 methylome during trophoblast differentiation. These results provide novel insight into the epigenetic landscape that supports self-renewal and differentiation of TS cells.

## MATERIALS AND METHODS

### TS cell culture

TS cells were cultured as previously described with minor modifications (Kidder and Palmer, 2010, 2012). Briefly, TSC-BK12 TS cells (Kidder and Palmer, 2010) were cultured on irradiated MEFs in RPMI 1640 medium supplemented with 20% FBS (Gibco), 1 mM sodium pyruvate (Gibco), 100 µM β-mercaptoethanol (EMD Millipore, Billerica, USA), 2 mM L-glutamine (Gibco), 25 ng/ml recombinant human FGF4 (1X) (R&D Systems, Minneapolis, USA), and 1 µg/ml heparin (1X) (Sigma-Aldrich). TS cells have been tested for mycoplasma using a kit from Thermo Fisher Scientific (MycoFluor Mycoplasma Detection Kit). For ChIP experiments, TS cells were transitioned to dishes containing TS cell medium, 70% iMEF-conditioned medium, and 1.5X FGF4/heparin, and cultured at 37°C with 5% CO_2_. TS cells were passed at least three times to remove iMEFs by washing with PBS, and dissociated with trypsin using serological pipettes (sc-200279, sc-200281). For differentiation experiments, TS cells were cultured in feeder-free dishes containing TS cell medium without FGF4 and heparin, and fed every 2–3 days for 14 days as previously described (Kidder and Palmer, 2010). For cell viability analyses, trypan blue exclusion assays were performed. Briefly, shLuc and shKdm5b TS cells were re-suspended in TSC media, and 10 µl cell suspension was mixed with 10 µl trypan blue 0.4% solution. A hemacytometer and inverted microscope were used to immediately examine the cells and count the number of blue staining cells and the number of total cells. The percentage of viable cells was evaluated as follows: % viable cells=[1.00–(Number of blue cells÷Number of total cells)] ×100. Three biological replicates were evaluated.

### Lentiviral infection

shRNAs were cloned into the pGreenPuro Vector (System Biosciences, Palo Alto, USA) according to the manufacture's protocol as previously described (Kidder et al., 2013). Briefly, to generate lentiviral particles, 293T cells were co-transfected with an envelope plasmid (pLP/VSVG), packaging vector (psPAX2), and shRNA expression vector using lipofectamine 2000. Twenty-four to 48 h post transfection, the medium containing lentiviral particles was harvested and used to transduce TS cells. Twenty-four hours post transduction shLuc and shKdm5b TS cells were stably selected in the presence of 1 µg/ml puromycin.

### ChIP-Seq analysis

ChIP-Seq experiments were performed as previously described with minor modifications (Kidder et al., 2013, 2011, 2014; Kidder and Zhao, 2014). The monoclonal H3K4me3 antibody (17-614) was obtained from Millipore. The monoclonal H3K4me2 (ab32356) antibody was obtained from Abcam. Briefly, 15e6 mouse TS cells (R1) were harvested and chemically crosslinked with 1% formaldehyde (Sigma-Aldrich) for 5–10 min at 37°C and subsequently sonicated. Sonicated cell extracts equivalent to 5e6 cells were used for ChIP assays. ChIP-enriched DNA was end-repaired using the End-It DNA End-Repair kit (Epicentre, Madison, USA), followed by addition of a single A nucleotide, and ligation of custom Illumina adapters. PCR was performed using Phusion High Fidelity PCR master mix. ChIP libraries were sequenced on Illumina HiSeq platforms according to the manufacture's protocol. Sequence reads were mapped to the mouse genome (mm9) using bowtie2 (Langmead and Salzberg, 2012) with default settings. ChIP-Seq read enriched regions (peaks) were identified relative to control Input DNA using ‘Spatial Clustering for Identification of ChIP-Enriched Regions’ (SICER) software (Zang et al., 2009) with a window size setting of 200 bps, a gap setting of 400 bps, a FDR setting of 0.001. The SICER-compare function was used to compare multiple samples (FDR <0.001, fold-change >1.5). The RPBM measure (read per base per million reads) was used to quantify the density at genomic regions from ChIP-Seq datasets. We have also applied the Kolmogorov–Smirnov test to obtain *P*-value statistics and compare densities at genomic regions. Two biological replicates were performed.

### RNA-Seq analysis

Poly-A mRNA was purified using a Dynabeads mRNA purification kit. Double-stranded cDNA was generated using a Super-Script double-stranded cDNA synthesis kit (Invitrogen). cDNA was subjected to library preparation as described above. RNA-Seq libraries were sequenced on an Illumina HiSeq platform according to the manufacturer's protocol. The RPKM measure (read per kilobases of exon model per million reads) (Mortazavi et al., 2008) was used to quantify the mRNA expression level of a gene from RNA-Seq data. Differentially expressed genes were identified using edgeR [false discovery rate (FDR)<0.001; fold-change (FC)>1.5; RPKM>3] (Robinson et al., 2009). Two biological replicates were performed.

How the deposited data were processed for this re-analysis (not part of the article)

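RNA-Seq of poly-A RNA was analysed for 5 libraries of mouse TS cells, 2 from shLuc TS cells, 2 from shKdm5b TS cells and 1 from day 14 differentiated shLuc TS cells. The deposited name of the day 14 library gives a day that is 1 earlier than its label and the paper, which were used. Reads were mapped to mm9 with Bowtie2 by the authors, with the version not given in the sources used here. The deposited count values are raw read counts per RefSeq transcript, and a read is counted in every transcript of a gene that it overlaps. The deposited RPKM values were made by the authors as reads scaled by exon model length and by a library total that is constant within a library and is not the sum of its counts. The tool that counted the reads is not given in the sources used here.

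Each library held 29257 transcripts of 22878 gene symbols, of which 4019 had several transcripts, and the transcript with the highest mean was kept for each symbol. The counts over these transcripts were 18897288 and 17736500 for shLuc replicates 1 and 2, 17970266 and 18595176 for shKdm5b replicates 1 and 2, and 18812933 for day 14. The 10 most abundant genes took 6.72% and 4.58% of these counts in shLuc, 8.16% and 6.88% in shKdm5b and 10.5% in day 14 TS cells. At this depth a gene without a read is not detectable, and its fold is bounded at a floor of 3 counts per library.

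Counts were analysed with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 in R 4.3.3, and tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Genes with an RPKM of at least 1 in 2 or more of the 4 undifferentiated libraries were kept, 10903 in all, and for day 14 also those at that RPKM in the day 14 library, 11185 in all. shKdm5b was compared with shLuc over 4 libraries and day 14 with shLuc over 5, with TMM factors of 0.966, 1.11, 0.970 and 0.959 in the first comparison for shLuc replicates 1 and 2 and shKdm5b replicates 1 and 2. The test was edgeR's two-sided quasi-likelihood test with Benjamini-Hochberg adjustment, and a gene was called at an adjusted p under 0.05. The lone day 14 library was assumed to vary like the replicated groups. The test was tried on simulated data with 100 genes changed in each of several settings. With a biological coefficient of variation of 0.368, near that of the 4 libraries, it recovered 2 of 100 genes changed 2-fold and 40 of 100 changed 4-fold in the knockdown comparison, and 0 and 13 in the day 14 comparison. With 0.203, near that of the shKdm5b pair, it recovered 44 and 100, and 10 and 93.

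The main test, the alternatives, the rule for naming genes and 22 gene lists were fixed before the data were examined. The lists cover TS cell self-renewal, FGF and ERK signalling targets, trophoblast giant cells, spongiotrophoblast and glycogen cells, syncytiotrophoblast and labyrinth, placental development, H3K4 methylation enzymes and partners, embryonic fibroblasts, extra-embryonic endoderm, pluripotency, epithelial adhesion and keratins, interferon response, p53 targets, mitosis, DNA replication, germline, imprinted genes of the placenta, embryonic patterning transcription factors, hypoxia and glycolysis, ribosomal proteins, histones and the mitochondrial genome. No transcript of the mitochondrial genome was in the files, so 21 lists were tested, and Setd1b of the H3K4 list had no transcript there. Lists were tested with limma's camera, with a preset correlation of 0.01 and with an estimated one, adjusted by Benjamini-Hochberg over the lists, and members were also adjusted over each list alone. The estimated version has little power with so few libraries per group, and no list passed it in any setting. The genes named are those the paper names, the 10 called genes with the largest fold in each direction of each comparison among those with RPKM over 3 and libraries that do not overlap, and for each list up to 4 called members with the largest fold or else the 2 members with the highest mean RPKM. No gene met the part of this rule on called genes in the knockdown comparison.

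Sets of genes higher or lower by a fold of at least 2 with an RPKM over 3 were formed without a test, and their day 14 medians and weighted running-sum scores were ranked among 10000 random lists of the same size matched in 20 bins of mean expression. The effect of the shared shLuc libraries was estimated from 20 simulations with no change. They used a biological coefficient of variation of 0.368 for every library and no RPKM limit on the sets. Distances and principal components used log2(RPKM + 1). The alternatives were limma on log2(RPKM + 1), with pseudocounts of 0.1 and 0.5, with quantile normalization and without the trend, DESeq2's Wald test and size factors, equal medians, no filter, an RPKM over 3, every library of the higher group over the RPKM limit, a replicate block, all 5 libraries in 1 fit, every transcript kept and leaving out each library in turn. On the RPKM scale the median log2 fold of all genes was −0.18 in the knockdown and −0.44 in the day 14 comparison, so folds from limma are shifted by that much. The deposited names give replicate 1 an earlier passage than replicate 2 in both undifferentiated groups, which the labels and the paper do not state. Replicate numbers were not used as pairs in the main test, since the paper names no block. Computed afterwards, replicate 1 minus replicate 2 in shLuc and in shKdm5b TS cells had a correlation across genes of −0.183. ES cells, EpiSCs, embryoid bodies, fibroblasts and ChIP-Seq were not analysed here.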

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

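The tests of explanations in this part were chosen only after the results they weigh were seen, except that the day 14 comparison and the split of the shLuc controls were planned, and how to read that split was set afterwards. Day 14 differentiated TS cells against shLuc TS cells gave 8 genes higher and 79 lower by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, a signal in a comparison for which the paper reports no gene calls, and the higher genes include Prl3b1 and Ctsq and the lower genes Ccnb2 and Top2a.

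The shLuc libraries differed from each other more than shLuc replicate 1 did from the shKdm5b libraries, with a median log2 difference (replicate 1 minus 2) of −1.88 over the self-renewal list. A mislabelled library with the knockdown of the shKdm5b libraries does not account for shLuc replicate 1, whose Kdm5b RPKM was 3.01 times their mean. That rests on 1 gene. Kdm5b was lower in shLuc replicate 1 (RPKM 8.18) than in replicate 2 (18.8), so a mislabelled library with a weaker knockdown stays open. The coefficient of variation of shLuc replicate 1 taken with the shKdm5b libraries was 0.192, against 0.203 for the shKdm5b pair. A simple mixture of cells like shLuc replicate 2 with day 14 cells does not account for shLuc replicate 1 either. Genes at least 8-fold higher at day 14 imply a share of 21.9% (quartiles 12.4 to 35.2, 137 genes). Genes at least 8-fold lower imply 78.0% (quartiles 64.8 to 86.4, 592 genes). GC content and transcript length explained 23.5% of the variance of the difference across genes, with values for 95.5% of genes, and removing both trends moved the self-renewal median further below 0, so they are not the whole cause. What also stays open is that shLuc replicate 1 may have been further along differentiation than replicate 2. The difference between them had a correlation across genes of 0.486 with day 14 minus the shKdm5b mean. However, 2 libraries cannot separate this from other differences in culture or handling. The deposited names give replicate 1 an earlier passage than replicate 2, in the shKdm5b as in the shLuc pair. A passage effect shared by both groups is not the cause, as the replicate differences of the pairs had a correlation across genes of −0.183, while an effect of passage in shLuc TS cells alone stays open.

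Genes higher by fold in shKdm5b TS cells had a day 14 median of 0.51, and those lower by fold −1.96, when both folds used both shLuc libraries. Simulations with no change gave 0.74 and −0.48, but they gave every library a coefficient of variation of 0.368 and set no RPKM limit. The higher set showed no excess over them. The shLuc pair varied more, at 0.473, so the excess of the lower set cannot be set apart from the shared controls. Splitting the controls gave a day 14 median of the higher minus the lower set of −10.86 in one split and 0.91 in the other. The first split had 96 higher and 34 lower genes, and the second 1174 and 1289. The shared controls could therefore account for much of the pattern, and the opposite signs of the splits leave open whether any of it belongs to the knockdown. No biological explanation can be set apart from the difference between the shLuc libraries with these samples.

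A run of genes on chromosome 4 of mm9, 145054107 to 147196335, many of them zinc finger genes, held 7 of 13 tested genes with both shKdm5b libraries above both shLuc libraries by over 1.2-fold, none of them past the test and all chosen after their values were seen. Shuffling the gene order gave a run as dense in 0 of 1000 shuffles (6 in a window of 10 genes), and in 1 of 1000 when genes with equal counts in every library, such as Rex2 and Gm13138, were taken once. The shuffles treat the remaining genes as independent, which reads shared between near-identical genes could undo by making 1 change look like several. Only 2 of 21 pairs had counts that were not in 1 ratio over the libraries (chi-square, p under 0.001), so chance placement and shared reads both stay open. How many of these genes changed stays open, and no biological explanation was tested.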

How the results depend on the processing

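Every alternative on tools, filters and normalization left the knockdown comparison at 0 calls in each direction by the edgeR, limma and DESeq2 tests, and the counts changed only when a shLuc library was left out. Leaving out each library in turn gave 0 to 1709 genes higher and 0 to 1724 lower, and at the paper's FDR, with a fold over 1.5 or over 2, 0 to 478 higher and 0 to 497 lower. Kdm5b ranged over −2.40 to −1.56 and its reduction over 66.8 to 85.5%. A replicate block gave 0 calls with 87 genes at an unadjusted p under 0.05, and a block with crossed replicate numbers, chosen after seeing the data, gave 0 with 159.

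Day 14 calls depended on the tool: 25 higher with limma on log2(RPKM + 1), 38 higher and 414 lower with a pseudocount of 0.1, 25 and 128 with 0.5, 19 and 3 with quantile normalization, 15 and 40 without the trend, 380 and 1017 with no filter, 4 and 18 with equal medians, and 400 and 1079 with DESeq2. Leaving out 1 library gave 216 to 2683 higher and 505 to 3007 lower. Genes called at day 14 had adjusted p-values close to the threshold, and equal medians or quantile normalization ended calls such as Prl3b1 and Ctsq.

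The sets by fold had 532 higher and 1160 lower genes at 1.5-fold, 5 and 5 with both libraries beyond both, and 112 to 1184 and 33 to 1312 when 1 library was left out, which was chosen after seeing the data, as were the same alternatives for the sets below and for the distances. Their difference in level was −1.40 in shKdm5b TS cells and −0.75 to 2.25 when 1 library was left out. At day 14 the higher set was at −0.68 over shKdm5b, −0.0833 over the mean of the 4 libraries, −4.71 with split controls and −2.35 to 1.86 when 1 library was left out, and the lower set at 6.15 with split controls and −1.94 to 2.20. Called genes and genes at the paper's thresholds gave no value for either, as there were none. When 1 library was left out the ratio of distances was 1.12 to 2.88 and the number of knockdown lists past the preset threshold 5 to 6, against 3 with all libraries and 2 to 4 under the other settings.

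The sets by fold reversed under several of these settings, while the named genes that turned past the test did so without a shLuc library, as did the giant cell list, which ranged over −0.90 to 3.63. The genes were Elf5 −0.91 to 1.66, Esrrb −1.60 to 1.74, Sox2 −0.79 to 1.53, Prl3b1 −1.48 to 0.93, Ctsq −1.19 to 1.70, Prl2a1 −1.31 to 4.46 and Prl2c3 −1.26 to 4.17. Self-renewal, mitosis and pluripotency lists turned from −0.84, −0.64 and −0.64 without shLuc replicate 1 to 1.00, 0.53 and 0.41 without shLuc replicate 2, and the ribosomal protein list passed at 0.28 without shLuc replicate 2 and at −0.17 without shKdm5b replicate 1. For all of these the cause was not tested beyond the difference between the shLuc libraries. Of the values for named genes in the knockdown, 911 stayed the same, 124 changed sign without a call, 27 became calls in the same direction and 7 in the opposite one, and at day 14 806 stayed, 43 changed sign, 103 became calls and 41 lost them. Of the list values, 275 in the knockdown and 263 at day 14 stayed, 38 and 6 changed camera's direction, 13 and 6 came past the threshold, 7 and 19 lost their place, and the giant cell list passed both ways. At the spread of the 4 libraries 2 of 100 simulated 2-fold changes were detected, and 44 at that of the shKdm5b pair.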

Differences from the paper's values

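The paper reports 1468 upregulated genes, 893 downregulated genes and 2631 differentially expressed genes between shLuc and shKdm5b TS cells, where edgeR's quasi-likelihood test at the paper's FDR, with a fold over 2 and an RPKM over 3, gave 0, 0 and 0. The paper's upregulated and downregulated genes add up to 2361. Its methods name edgeR without saying which of edgeR's tests was used, and only the quasi-likelihood one was run here. Among the alternatives set before the data were examined, all that use a test differ from the paper's values, whether with limma, DESeq2, another filter, another normalization, a replicate block, or any library left out (478 up, 497 down and 975 in all without shLuc replicate 1, and 3, 1 and 4 without shLuc replicate 2). With fold and RPKM alone, a fold of at least 1.5 gave 1160 downregulated genes, within 1.5 times the paper's value, but 532 upregulated and 1692 in all, which differ. The other settings without a test differ throughout: 71, 306 and 377 at 2-fold, 89, 260 and 349 with a pseudocount of 0.1, 5, 5 and 10 with both libraries beyond both, and 101, 341 and 442 with an RPKM over 1. Fold and RPKM alone without shLuc replicate 1, chosen after seeing the values, gave 1184 up, 1312 down and 2496 in all, within 1.5 times the paper's values. This setting had more genes down than up, where the paper reports more up (1468) than down (893). The paper's list of called genes was not used here, so what this setting drops is known only for the genes its text names as changed. Of these it keeps Kdm5b as lower (log2 fold −2.40) and Klf5 as higher (1.67). Against the paper's direction it has Esrrb lower (−1.60) and Ets2 higher (1.01). Elf5 (−0.91), Sox2 (−0.79) and Gata3 (0.50) did not reach 2-fold and are in neither set.

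The paper states that Elf5, Esrrb and Sox2 were upregulated, where the log2 folds with both shLuc libraries were −0.15, −0.74 and −0.07, and only without shLuc replicate 2 were they above 0 and called by edgeR, at 1.66, 1.74 and 1.53, while without shLuc replicate 1 they were called lower, at −0.91, −1.60 and −0.79. It states that Ets2 was downregulated, where the log2 fold was 0.11, with −0.40 (not called) without shLuc replicate 2 and 1.01 (called higher by edgeR, adjusted p = 0.0189) without shLuc replicate 1. Klf5 (1.04) and Gata3 (0.41) had the direction the paper gives, and so did Kdm5b (−2.05), though with both shLuc libraries none of the 3 passed the test.

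The paper states that upregulated genes are enriched in differentiated TS cells. Scores given here are negative for sets lower at day 14, the opposite of the sign in the paper's Fig. 1E. With all libraries the running-sum score of the genes higher by fold (−0.34, percentile 43.5) was near that of random lists (−0.33), so it showed no enrichment either way. Their day 14 median (0.51) was below that of simulations with no change (0.74). The score was −0.84 without shLuc replicate 2, against the paper's direction, and in its direction without shLuc replicate 1 (0.77) and without shKdm5b replicates 1 and 2 (0.32 and 0.34). The lower set had the paper's direction by score and median with all libraries (−0.76 and −1.96, where no change gave a median of −0.48) and went against it without shLuc replicate 2 (0.77 and 2.20). All of these values share shLuc libraries between the 2 folds, and the simulations gave the shLuc libraries less variation than their pair showed.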

Other observations

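No test in this part was chosen to weigh a result, and the genes called against each shLuc library were chosen after their values were seen. 1700003M07Rik had RPKM values of 12.1 and 6.36 in the shKdm5b libraries and 3.44 and 3.45 in the shLuc libraries, with log2 folds of 1.82 (adjusted p = 7.10e-05, edgeR's quasi-likelihood test) and 1.46 (adjusted p = 0.0384) without shLuc replicates 1 and 2. Capn6 had RPKM values of 12.4 and 21.2 in the shKdm5b libraries against 5.55 and 6.13 in the shLuc libraries, with adjusted p-values of 6.12e-05 and 0.0127 from the same edgeR test without shLuc replicates 1 and 2. Bgn, which encodes the matrix protein biglycan, was at 1.62 and 15.5 RPKM in shKdm5b replicates 1 and 2 and 1.99 and 5.24 in shLuc, so its calls (1.07 and 2.11) rest on 1 shKdm5b library. With both shLuc libraries none of these genes passed.

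The other genes named in the paper had log2 folds in shKdm5b TS cells of 0.34 for Hif1a, 0.22 for Stat6, −0.89 for Nhedc1, 0.05 for Tfap2c, −0.44 for Tead4, 0.58 for Snai1 and −0.21 for Suz12, none past the test. Without shLuc replicate 1, Hif1a (1.14, edgeR adjusted p = 0.0103) and Snai1 (1.13, adjusted p = 0.00770) were called higher and Tead4 (−0.88, adjusted p = 0.0277) lower, and without shLuc replicate 2 none was called (Hif1a −0.14, Snai1 0.22, Tead4 0.25). At day 14 their log2 folds were 0.70, −0.62, −0.72, 0.19, −0.60, 1.16 and −0.86 in the same order, none past the test. When shLuc replicate 1 was left out, Hif1a (1.47, edgeR adjusted p = 0.00286) and Snai1 (1.69, adjusted p = 3.07e-04) were called higher at day 14, and Tead4 (−1.07, adjusted p = 0.0194) and Suz12 (−0.93, adjusted p = 0.0405) lower, while Tead4 was at 0.05 without shLuc replicate 2.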
